# IL-17^+^ CD8^+^ T cell suppression by dimethyl fumarate associates with clinical response in multiple sclerosis

**DOI:** 10.1038/s41467-019-13731-z

**Published:** 2019-12-16

**Authors:** Christina Lückel, Felix Picard, Hartmann Raifer, Lucia Campos Carrascosa, Anna Guralnik, Yajuan Zhang, Matthias Klein, Stefan Bittner, Falk Steffen, Sonja Moos, Federico Marini, Renee Gloury, Florian C. Kurschus, Ying-Yin Chao, Wilhelm Bertrams, Veronika Sexl, Bernd Schmeck, Lynn Bonetti, Melanie Grusdat, Michael Lohoff, Christina E. Zielinski, Frauke Zipp, Axel Kallies, Dirk Brenner, Michael Berger, Tobias Bopp, Björn Tackenberg, Magdalena Huber

**Keywords:** Immunology, Autoimmunity, Cytokines, Lymphocytes, Signal transduction

## Abstract

IL-17-producing CD8^+^ (Tc17) cells are enriched in active lesions of patients with multiple sclerosis (MS), suggesting a role in the pathogenesis of autoimmunity. Here we show that amelioration of MS by dimethyl fumarate (DMF), a mechanistically elusive drug, associates with suppression of Tc17 cells. DMF treatment results in reduced frequency of Tc17, contrary to Th17 cells, and in a decreased ratio of the regulators *RORC*-to-*TBX21*, along with a shift towards cytotoxic T lymphocyte gene expression signature in CD8^+^ T cells from MS patients. Mechanistically, DMF potentiates the PI3K-AKT-FOXO1-T-BET pathway, thereby limiting IL-17 and RORγt expression as well as STAT5-signaling in a glutathione-dependent manner. This results in chromatin remodeling at the *Il17* locus. Consequently, T-BET-deficiency in mice or inhibition of PI3K-AKT, STAT5 or reactive oxygen species prevents DMF-mediated Tc17 suppression. Overall, our data disclose a DMF-AKT-T-BET driven immune modulation and suggest putative therapy targets in MS and beyond.

## Abstract (web summary)

Dimethyl fumarate (DMF) is a therapy for multiple sclerosis (MS) with undetermined mechanism of action. Here the authors find that clinical response to DMF associates with decrease in IL-17-producing CD8^+^ T cells (Tc17), delineate molecular pathways involved, and show that DMF suppresses Tc17 pathogenicity in a mouse model of MS.

## Introduction

Multiple sclerosis (MS) is an inflammatory disease of the central nervous system (CNS) that affects ~2.5 million people worldwide causing neurological disability predominantly in young women. The disease is believed to be mediated by self-reactive T cells which initiate and perpetuate inflammation characterized by perivascular immune cell infiltration, demyelination, neuroaxonal damage and inflammatory lesions^1,2^. In support of this assumption the largest group of genes associating with MS susceptibility is involved in antigen presentation to T cells or in T cell pathways^3–5^. Moreover, both CD4^+^ and CD8^+^ T cells are present in MS lesions^1,2,6^ and T cell infiltration correlates with the activity of demyelinating lesions^7^. Notably, CD8^+^ T cells are found in higher frequency than CD4^+^ T cells^8–10^ and primarily among CD8^+^ T cells large clonal expansions have been reported in active demyelinating MS lesions^11^. IL-17-producing CD8^+^ (Tc17) are enriched in cerebrospinal fluid (CSF) in early MS^12^ and Tc17 frequencies in CSF correlate with disability^13^. Furthermore, increased frequencies of Tc17 cells were detected in peripheral blood (PB) of MS patients as compared to healthy controls^14^ and Tc17 cells were present in active areas of acute and in chronic MS lesions alongside with IL-17-producing CD4^+^ (Th17) T cells^15^, implicating a contribution of both subpopulations to MS pathogenesis. Interestingly, many of IL-17-producing CD8^+^ T cells in MS patients bear features of mucosal associated invariant T (MAIT) cells, which are MHC-related protein 1 (MR1)-restricted CD8^+^ T cells dependent on commensal microbiota^6,16–20^. Functionally, using experimental autoimmune encephalomyelitis (EAE) as a pre-clinical mouse model for MS, we showed that Tc17 cells provided “reverse help” for the encephalogenicity of IL-17-producing CD4^+^ T (Th17) cells via their hallmark cytokine IL-17A^12^, revealing an important Tc17-dependent enhancement of Th17-mediated autoimmunity of the CNS.

Tc17 cells are induced by the cytokines IL-6 and transforming growth factor (TGF)-β, and require the type 17-related transcriptional regulator RORγt^21^. In contrast to “canonical” cytotoxic T lymphocytes (CTLs), Tc17 cells are non-cytotoxic and express diminished levels of the CTL-specific transcription factors T-BET and EOMES, which counter regulate their differentiation^22–24^. In addition to MS, Tc17 cells are also involved in the pathology of psoriasis^21^, an autoimmune disease of the skin.

Dimethyl fumarate (DMF) is an efficient immunomodulatory drug, applied in MS and psoriasis; however, to date the mechanism of its beneficial action has remained unclear^25^. It is known that DMF succinates kelch-like ECH-associated protein 1 (KEAP1), leading to the activation of nuclear factor erythroid 2-related factor 2 (NRF2). Although this pathway is believed to protect astrocytes and neurons by inducing an anti-oxidative response^25^, data from NRF2-deficient mice suggested NRF2-independent mechanisms in the anti-inflammatory activity of DMF^26^. Indeed, succination of GAPDH by DMF suppressed aerobic glycolysis in myeloid and lymphoid cells, thereby limiting autoimmunity^27,28^. Finally, succination of the reactive oxygen species (ROS) scavenger glutathione (GSH) reduced its antioxidant capacity thus upregulating endogenous ROS in DCs, tumor cells, monocytes and macrophages^29–32^. In line with these data, an increase in ROS was observed in monocytes and T cells from MS patients upon DMF therapy^32,33^. ROS display concentration-dependent effects on T cells ranging from activation at physiological levels to inhibition of function at sustainably upregulated concentrations^34,35^.

Considering the central contribution of T cells to CNS pathology and the efficacy of DMF treatment in MS^36^, we hypothesized that DMF may target them. We therefore analyzed cytokine production and molecular changes in T cells in response to DMF therapy in patients and in the mouse model EAE. Our analyses identified Tc17 cells as a target cell population of DMF. We define critical pathways including PI3K-AKT-FOXO1-T-BET and STAT5 leading to histone modifications, which control this process in a GSH-dependent manner. Thus, our data suggest a new rational approach for targeting Tc17 cells in MS and other IL-17-mediated disorders.

## Results

### Tc17 suppression accompanies positive response to DMF in MS

To understand a relation between frequencies of IL-17-producing CD4^+^ or CD8^+^ T cells and a response to DMF, we analyzed 72 cryopreserved peripheral blood mononuclear cell (PBMC) samples isolated from peripheral blood (PB) of a cohort of 36 patients with MS before and after initiation of DMF therapy, which did (responders, *n* = 18) or did not fulfill (non-responders *n* = 18) no evidence of disease activity-3 (NEDA-3) criteria after about one year of treatment (Supplementary Fig. 1a, Supplementary Tables 1–3). NEDA-3 is a clinically relevant composite score reflecting therapeutic efficiency^37^ defined as: (i) no relapses, (ii) no sustained disability progression measured with the expanded disability status scale (EDSS) and (iii) no new/enlarging T2-weighted lesions in magnetic resonance imaging (MRI). Baseline samples and samples obtained after DMF therapy originated from the same patients.

For the analysis, frozen PBMCs were thawed and stained (Supplementary Fig. 1a, b). The change in the abundance of IL-17-producing CD8^+^ T (Tc17) cells before versus after therapy initiation distinguished responders versus non-responders (Fig. 1a). Interestingly, the patients who responded to the therapy showed a significantly lower Tc17 frequency after treatment as compared to the therapy initiation, while in non-responders the frequency of Tc17 cells was not significantly changed. This was in contrast to IL-17-producing CD4^+^ T (Th17) cells which were not differentially abundant before and after the start of the therapy in responders as well as in non-responders (Fig. 1a). Notably, at the therapy start, responders harbored higher frequencies of Tc17 cells as compared to non-responders, whereas Th17 cell abundance was not significantly different in the analyzed patient cohort (Fig. 1b, Supplementary Fig. 1c). These results suggested inhibition of Tc17 cells as a possible mechanism of DMF therapy. Indeed, DMF suppressed IL-17 in human Tc17 cells cultured in vitro, indicating a direct effect (Supplementary Fig. 1d). This inhibition was likely dependent on ROS, as the ROS-scavenger glutathione (GSH) restored IL-17 production as examined by intracellular staining and ELISA (Supplementary Fig. 1d, e). Likewise, DMF inhibited IL-17 in murine Tc17 cells in a ROS-dependent manner, as GSH, its precursor N-acetyl-L-cysteine (NAC) or Trolox, a vitamin E derivative and GSH-independent ROS scavenger, reversed the altered cytokine production (Fig. 1c and Supplementary Fig. 1f), suggesting a similar regulation of IL-17 in Tc17 cells by DMF across mice and humans.

**Fig. 1:**
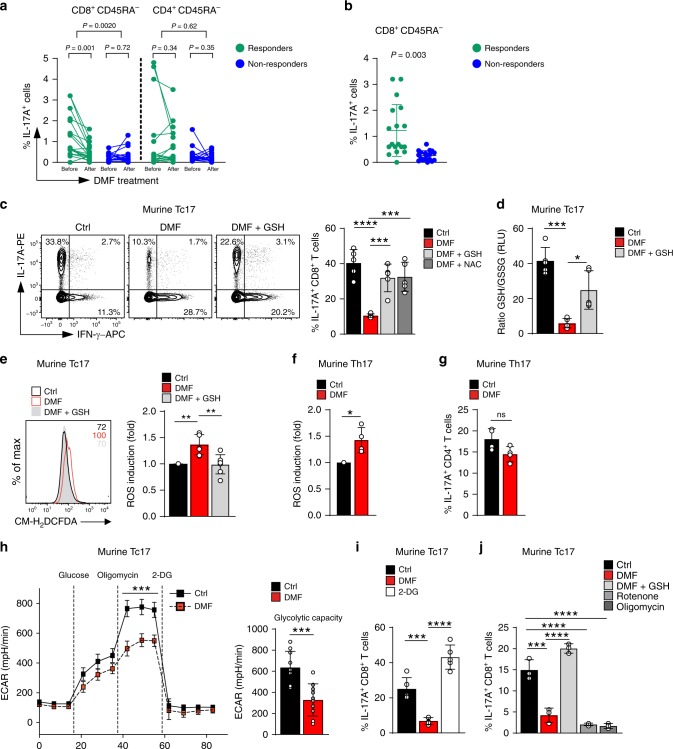
Suppression of IL-17A production in CD8^+^ T cells by DMF is ROS-dependent. **a** Flow cytometry of IL-17A in CD8^+^CD45RA^−^ or CD4^+^CD45RA^−^ cells from blood of the same MS patients before and after DMF therapy fulfilling (reponders, *n* = 18), or not (non-responders, *n* = 18) NEDA-3 criteria after treatment (Supplementary Tables 1-3, Supplementary Fig. 1a, b). The observer was blinded to experimental groups. **b** Frequency of CD8^+^CD45RA^−^IL-17A^+^ cells before DMF therapy in responders and non-responders. **c-j** Naive CD62L^+^CD44^−^CD8^+^ or CD62L^+^CD44^−^CD4^+^ T cells from WT mice were primed with anti-CD3/CD28 antibodies and TGF-β + IL-6 + IL-2 (murine Tc17) or TGF-β + IL-6 + IL-23 + IL-2 (murine Th17), in the presence of DMSO (Ctrl), 20 µM DMF or 20 µM DMF + 50 µM GSH (DMF + GSH) or 20 µM DMF + 1 mM NAC or ± 250 µM 2-DG or ± 10 nM Rotenone or ± 15 nM Oligomycin. **c**, **g**, **i**, **j** Flow cytometry of IL-17A in Tc17 **c**, **i**, **j** or Th17 cells **g** differentiated for 72 h with indicated treatment. **d** Ratio of reduced to oxidized glutathione (GSH/GSSG) contents in Tc17 cells differentiated for 2 h. **e**, **f** Flow cytometry of ROS levels in Tc17 or Th17 **f** cells differentiated for 2 h determined by CM-H_2_DCFDA staining (fold of geometric mean fluorescence intensity (MFI), normalized to the corresponding control, which was arbitrarily set to 1. **h** Extracellular acidification rates (ECAR) and glycolytic capacity of Tc17 cells ± DMF after addition of 10 mM Glucose, 2.5 µM Oligomycin and 100 mM 2-DG. Bars show mean ± s.d. from seven **e**, or five **c**, **d**, **i**, or four to three **f**, **g**, **j** combined experiments, or one representative with 9 replicates of four experiments **h**; individual values are plotted. *P*-values in **a** from the same patient by two-tailed, paired *t*-test, while for the change in percentages CD8^+^CD45RA^−^IL-17^+^ or CD4^+^CD45RA^−^IL-17^+^ after DMF treatment by two-tailed, unpaired *t-*test (value between responders and non-responders), in **b** *P* value and in **g**, **h** ***p < 0.05 or non-significant (ns), by two-tailed, unpaired *t*-test, **f** *p < 0.05 by two-tailed, unpaired *t*-test with Welch’s correction, **c**, **i**, **j** ***p < 0.001, ****p < 0.0001 by one-way ANOVA followed by Tukey’s Honestly Significant Difference (HSD) multiple comparison test, in **d**, **e** *p < 0.05, **p < 0.01, ***p < 0.001 by one-way Welch’s ANOVA with Games–Howell multiple comparison test.

As expected, DMF mediated a profound depletion of GSH (Fig. 1d) as measured by a significantly reduced GSH/GSSG ratio. This resulted in upregulation of endogenous ROS in Tc17 cells, as detected by staining with CM-H_2_DCFDA (Fig. 1e), which was reversed by the addition of GSH, confirming that its depletion mediates the upregulation of ROS. Notably, at concentrations of 20 µM, which efficiently suppressed IL-17 production in murine Tc17 cells (Fig. 1c), DMF did not cause appreciable cell death, whereas in line with published reports^33,38^, higher concentrations did (Supplementary Fig. 1g). Importantly, addition of GSH reversed the cell death (Supplementary Fig. 1g), suggesting a dose-dependent effect of DMF relating to GSH-depletion, which suppressed IL-17 at moderate levels, whereas at higher triggered cell death. Although DMF reduced proliferation of Tc17 cells in a GSH-dependent manner, this was not the cause for the reduced IL-17 production, since the frequencies of IL-17-producing cells were reduced in each proliferation cycle (Supplementary Fig. 1h, i).

As IL-23 is important for the pathogenicity of Th17 cells^6^, we performed analysis of the DMF effects on Th17 cells cultured under pathogenic conditions including IL-23. Similar to Tc17 cells, DMF treatment led to significant ROS upregulation in pathogenic Th17 cells (Fig. 1f). However, this did not result in a statistically significant reduction of IL-17 (Fig. 1g), suggesting that Tc17 are particularly responsive to DMF-mediated GSH depletion. In line with a recent report showing that DMF inhibits glycolysis by succination of GAPDH^28^, DMF suppressed glycolytic capacity also in Tc17 cells (Fig. 1h). However, IL-17 production by Tc17 cells was rather independent of glycolysis since the inhibitor 2-deoxy-D-glucose (2-DG) upregulated IL-17 while downregulating IFN-γ (Fig. 1i and Supplementary Fig. 1j). In contrast to Th17 cells, which depend on glycolysis^39^, IL-17 production by Tc17 cells relied on oxidative phosphorylation (OXPHOS), as the inhibitors rotenone or oligomycin significantly suppressed the IL-17 production (Fig. 1j). Overall these data indicate that DMF preferentially targets Tc17 cells in a ROS- and GSH-dependent manner, probably by a different mechanism as compared to Th17 cells.

### DMF decreases *RORC*-to-*TBX21* ratio in memory CD8^+^ T cells

To identify the impact of DMF at a genome-wide level we performed RNA-Sequencing (RNA-Seq) of murine Tc17 cells treated with DMF alone or in combination with GSH. 

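The RNA came from murine Tc17 cells, which are IL-17-producing CD8+ T cells, obtained in culture from naive CD8+ T cells over 48 h with 50 U/ml IL-2. Cultures received the solvent DMSO at 0.2% (Ctrl), 20 µM DMF, or 20 µM DMF together with 50 µM reduced glutathione (DMF + GSH). Each of the 3 groups had 3 libraries, numbered as replicates 1 to 3, and the sample labels place replicate 1 in batch 1 of the preparation and replicates 2 and 3 in batch 2. Poly(A) libraries were made from 400 ng of total RNA with an RNA integrity number above 8 according to the methods, whereas the sample labels give 300 ng and an integrity number above 9. The methods name Extrazol for the extraction and the labels name Trizol. The authors sequenced single reads of 50 bp, aligned them to the mouse genome GRCm38 with STAR and counted them per gene with featureCounts. They deposited the counts of 41388 genes divided by a size factor per library (normalized counts), beside a comparison of their own, whose values follow DMF + GSH relative to DMF. In each library, 100% of the values above 0 were whole multiples of the library's smallest step within a tolerance of 0.01 reads, so that the number of reads could be recovered. It was 10401056, 11589246 and 7671772 in Ctrl replicates 1, 2 and 3, 10382638, 12669991 and 11572657 with DMF, and 9753478, 14511926 and 11152111 with DMF + GSH. Expression was compared with limma (limma-trend) on log2(normalized count + 1), in 1 fit of all 9 libraries with the preparation batch as a covariate, as in the authors' model. The fit covered the 11599 genes with a mean normalized count of at least 10, and p-values were adjusted by Benjamini-Hochberg (p adj). A log2 fold change (log2FC) on this scale understates the change of genes with low counts. The threshold was that of Fig. 2a, a p adj under 0.01 with an absolute log2FC of at least 0.75. Choices that could change the numbers were the pseudocount of 1, the minimum of 10, the scaling of the libraries, the batch term and the use of all 3 groups to estimate the spread. Libraries with the same replicate number deviated together from their group means, and a fit with the replicate number as a block in place of the batch (replicate block) is given where it changes a call.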

Among 281 transcripts highly significantly regulated by DMF (p adj < 0.01, log2FC ≥ 0.75), genes associated with type 17 T cells, including *Il17a*, *Il17f*, *Il21*, *Rorc*, and *Ccr6*, were downregulated, whereas the effector cytotoxic T lymphocyte (CTL) signature genes, *Ifng*, *Gzmb*, *Gzmc, Prf1*, and *Tbx21*^40^, were upregulated (Fig. 2a). This was reflected by a decreased ratio of RORγt-to-T-BET at mRNA and protein levels (Fig. 2b, c). Both, positive and negative effects on gene transcription were reversed to a strong extent by the addition of GSH (Fig. 2a–c, Supplementary Fig. 2a), confirming a marked dependency on GSH-depletion. 

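Between DMF and Ctrl, 335 of the 11599 genes passed the threshold, 141 higher and 194 lower with DMF, and all 335 changed in the same direction in each of the 3 replicate numbers. The number of genes depended on the design and on single libraries. With the replicate block 789 genes passed, among them all 335, and with only the 6 libraries of Ctrl and DMF in the fit 43 passed. Leaving out 1 library gave 2 genes without Ctrl replicate 1, 26 without Ctrl replicate 2, 680 without Ctrl replicate 3, 5 without DMF replicate 1, 668 without DMF replicate 2, 12 without DMF replicate 3 and 55 without DMF + GSH replicate 1. With the replicate block, the number without 1 library lay between 561 and 865. Of the 335 genes, 287 had a p adj under 0.01 in the authors' deposited comparison, whose values follow DMF + GSH relative to DMF. All 335 moved there against the direction they took with DMF. Both comparisons use the DMF libraries, so that this is no check of the calls between DMF and Ctrl. At a p adj under 0.1, as in Fig. 2f, 4429 genes differed, and this number fell to 1760 without DMF replicate 1, 2455 without Ctrl replicate 1, 2540 without Ctrl replicate 2 and 2453 without DMF replicate 3.

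Il17a (ENSMUSG00000025929), a protein-coding gene on the forward strand of chromosome 1 of GRCm38 from 20730905 to 20734496, fell from 397 ± 119 normalized counts (SD, n = 3) in Ctrl to 105 ± 63.2 with DMF. Its log2FC was −2.15 (SE 0.272, p adj = 0.00305, limma). Il17f (ENSMUSG00000041872), its neighbour from 20777146 to 20790617 on the reverse strand, fell from 3522 ± 787 to 1425 ± 610. Il21, on chromosome 3 from 37222759 to 37232636, had a log2FC of −1.34 and Ccr6, on chromosome 17 from 8236043 to 8257141, one of −1.88, with Ccr6 at only 38.4 ± 9.97 normalized counts in Ctrl. Ifng (ENSMUSG00000055170), on chromosome 10 from 118441046 to 118445892, rose from 106 ± 41.5 to 741 ± 165, a log2FC of 2.87 (SE 0.254, p adj = 0.00124, limma). Gzmb (ENSMUSG00000015437), on chromosome 14 from 56258838 to 56262260, rose from 1766 ± 731 to 7126 ± 232, and Prf1, on chromosome 10 from 61297833 to 61304680, from 1302 ± 85.9 to 2280 ± 133. Tbx21 (ENSMUSG00000001444), on chromosome 11 from 97098071 to 97115331, encodes T-BET and rose from 270 ± 110 to 514 ± 132, a log2FC of 0.98 (SE 0.155, p adj = 0.00564, limma). Gzmc, on chromosome 14 from 56231441 to 56234656, rose from 10.6 ± 2.25 to 37.6 ± 16.6, a log2FC of 1.66 with a p adj of 0.0123 in limma, which did not pass the threshold, and passed it with the replicate block (p adj = 0.00121). Gzmc lies in a cluster of similar granzyme genes among which the counting could have split reads. Over the alternatives that tested Gzmc, other than the replicate block without 1 library, its p adj lay between 0.00121 and 0.0870. The other genes named here passed. All of them kept their direction in every set without 1 library, but not their call. Without the batch term Il17a (p adj = 0.0126), Il17f (0.0144) and Tbx21 (0.0333) did not pass, and with only the 6 libraries of Ctrl and DMF in the fit Ccr6 (0.0123) and Tbx21 (0.0114) did not. None of them passed without Ctrl replicate 1, only Il17a and Il17f without DMF replicate 1 and only Il17f and Ifng without DMF replicate 3, while Il17a, Il21, Ccr6 and Tbx21 did not pass without Ctrl replicate 2, nor Ccr6 without DMF + GSH replicate 1. All of them passed without any 1 library in the fit with the replicate block, run after seeing the data, apart from Prf1 without Ctrl replicate 1. Within the batches, the log2FC of Il17a was −3.04 in batch 1 and −1.70 in batch 2. Batch 1 holds 1 library per group, so that an interaction test cannot decide whether this difference exceeds the spread.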

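Between DMF + GSH and Ctrl, 0 of the 11599 genes passed the threshold in limma with the batch term and 222 had an unadjusted p under 0.05. The smallest p adj was 1.00. With limma's voom on the recovered reads, chosen after seeing the data, 0 genes passed and 218 had a p under 0.05. Both numbers are below the share of 0.05 of the genes tested that would be reached without any difference. Both fits leave the pairing by replicate number out and may overstate the spread, so that 0 genes do not show a complete return to Ctrl. With the replicate block 1 gene passed, Serpinb1a, with a log2FC of −0.76 (SE 0.0982, p adj = 0.00364, limma), and 599 had a p under 0.05. Between DMF + GSH and DMF, 63 genes passed, 31 higher and 32 lower with GSH. With the replicate block 660 passed, and without 1 library the number ranged from 0 (without DMF replicate 3 or without DMF + GSH replicate 1) to 480 (without DMF replicate 2), with 4 without DMF replicate 1, 7 without Ctrl replicate 1 and 252 without Ctrl replicate 3. Of the genes changed by DMF, 57 also passed between DMF + GSH and DMF, which in part is expected because both comparisons use the same DMF libraries. Il17a was at 368 ± 80.7 normalized counts (SD, n = 3) with DMF + GSH, Il17f at 3692 ± 935, Ifng at 98.4 ± 18.0 and Gzmb at 1581 ± 318, all within 1 SD of their Ctrl means, as were Il21, Prf1 and Tbx21. Ccr6 at 24.2 ± 1.81 and Gzmc at 6.01 ± 3.56 lay more than 1 SD below theirs.

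For each of the 335 genes, the share of the DMF effect left with GSH was taken as the log2FC of DMF + GSH against Ctrl divided by that of DMF against Ctrl. The median share was 0.128 (quartiles 0.0513 and 0.214), and 329 of the 335 genes had a share under 0.5. By replicate number it was 0.116, 0.124 and 0.134. Both comparisons use the same Ctrl libraries, which alone moves the share above 0. In 50 simulations with DMF + GSH libraries at the Ctrl means the median share was 0.0656 on average, and at most 0.0844, whereas with the DMF means it was 0.935. The simulations drew the noise of each gene and library independently, which the real libraries do not follow, so that their range is too narrow. The correlation of both log2FCs over the genes was 0.396, against 0.192 on average and 0.228 at most in the simulations with the Ctrl means, where genes are not independent replicates. The share depended on single libraries, being −0.0045 without DMF + GSH replicate 3 and 0.233 without Ctrl replicate 3. It was 0.221 without DMF + GSH replicate 2, 0.208 without DMF replicate 3 and 0.0848 without DMF replicate 1. From the return of raised and lowered transcripts towards Ctrl, the paper reasons that the effects depend on the depletion of GSH.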

Gene set enrichment analysis (GSEA)^41^ revealed that Tc17 signature genes were downregulated by DMF, while genes associated with effector CTL signature, were upregulated (Fig. 2d, e). Hence, DMF promotes a transcriptional shift of Tc17 cells towards a “CTL-like” transcriptional signature.

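The signatures behind Fig. 2d, e were not used here, and lists of type 17 and effector CTL genes written from general knowledge before the data were examined were tested in their place, among 8 lists. Of the 20 type 17 genes, which include Il17a, Il17f, Il22, Il23r, Ahr and Maf, 17 had a mean of at least 10, and 15 of them were lower and 2 higher with DMF. Their median log2FC was −1.19, with −1.63, −0.93 and −1.02 in replicates 1, 2 and 3 (p adj = 9.97e-07 over the 8 lists, limma's camera with a preset correlation of 0.01). Of the 26 CTL genes, which include Ifng, granzymes, Prf1, Tbx21, Eomes and chemokines, 19 were kept, 16 higher and 3 lower. Their median log2FC was 0.94, with 1.10, 0.62 and 0.72 by replicate number (p adj = 4.46e-06, camera). Both calls held in fry, another limma test for gene lists (p adj = 0.000427 and 0.000799), but not in camera with the correlation estimated from these libraries (p adj = 0.0933 and 0.101), under which none of the 8 lists was below 0.05. At a p adj under 0.01 over all genes tested, 9 of the type 17 genes and 8 of the CTL genes changed, and 11 of either list when adjusted over the list alone. Under every alternative the p adj of both lists in camera stayed at or below 5.81e-05. The median of the CTL list moved most with no minimum count, to 0.68, and that of the type 17 list without DMF replicate 2, to −1.40. Il23r had a log2FC of −1.46 with a p adj of 0.0128 in limma, and passed the threshold with the replicate block (p adj = 0.000261). Rora had a log2FC of −0.88 (p adj = 0.00543, limma). With GSH the median of the CTL list against Ctrl was −0.03 (p adj = 0.411, camera) and that of the type 17 list −0.15, for which camera gave a p adj of 9.09e-05 and fry one of 0.396.

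**Figure D1:**
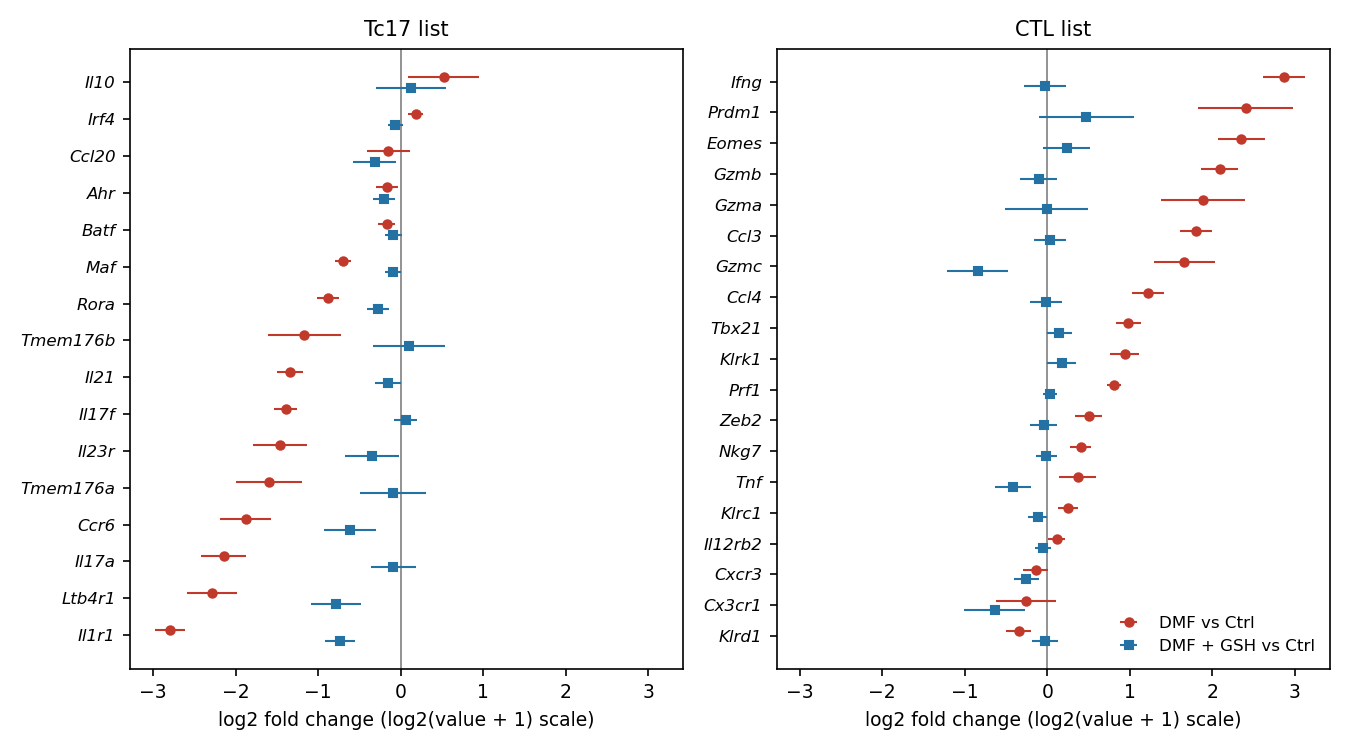
Log2FC of DMF and of DMF + GSH against Ctrl (axis in log2 units) for 16 of the 17 type 17 genes and all 19 CTL genes kept, with circles for DMF, squares for DMF + GSH, bars for ± 1 SE from limma and a vertical line at 0. The medians of the whole lists are −1.19 and 0.94 with DMF, and −0.15 and −0.03 with DMF + GSH.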

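Among the genes past the threshold that moved the same way in all 3 replicate numbers, the 5 largest rises with DMF were those of Havcr2 (log2FC 3.91), Batf3 (3.40), Ccl1 (3.19), Ifng and Eomes (2.35). Eomes, a T-box transcription factor gene of the CTL list, rose from 28.2 ± 18.9 normalized counts (SD, n = 3) in Ctrl to 130 ± 7.89 with DMF and was at 32.5 ± 19.6 with DMF + GSH. The 5 largest falls were those of Serpinb1a (log2FC −3.36), Klrb1f (−3.14), Nav2 (−3.06), Itgam (−2.97) and Lrrc75b (−2.91). Serpinb1a, on chromosome 13 of GRCm38 from 32842092 to 32851185, fell from 968 ± 292 to 93.1 ± 30.8 normalized counts and was at 578 ± 212 with DMF + GSH. The CD8 gene Cd8a was at 10146 ± 587 in Ctrl and 12601 ± 1492 with DMF, and Cd8b1 at 3248 ± 521 and 3372 ± 478. Havcr2 was at 2.59 ± 2.88 in Ctrl, a level near the limit of detection, so that its fold change depends on the pseudocount and was 2.85 on the log2 scale with a pseudocount of 4. The paper concludes from the fall of type 17 genes together with the rise of effector CTL genes that the transcription of Tc17 cells shifts towards that of CTL.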

**Fig. 2:**
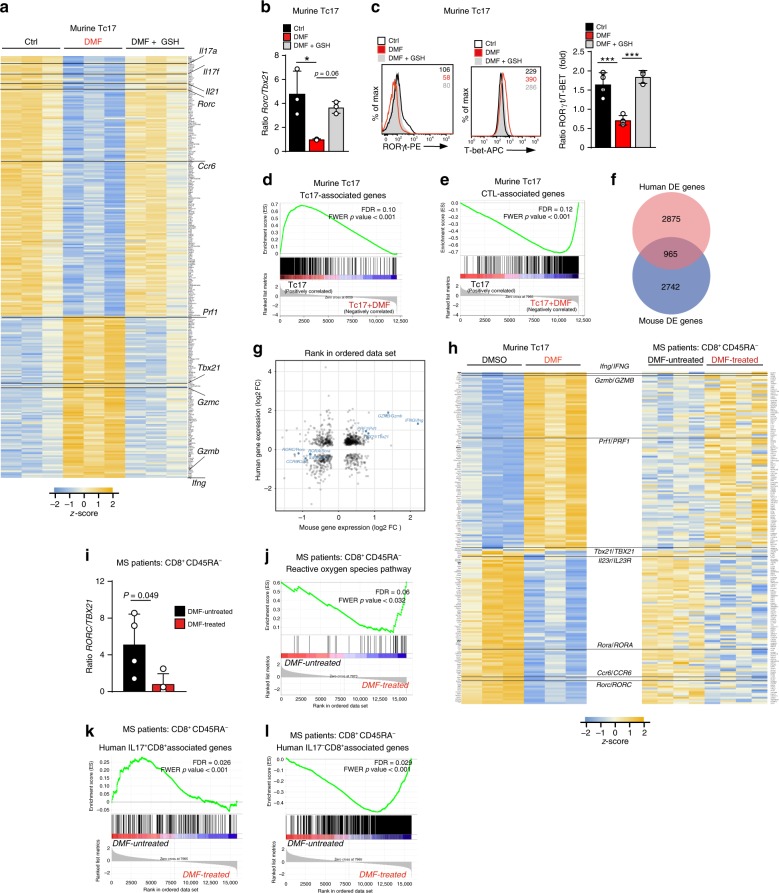
Diversion of Tc17 cells towards a “CTL-like” genetic signature upon DMF treatment. **a** RNA-Seq based heatmap of 281 differentially expressed (DE) genes (p adjusted [p adj] < 0.01 and log2FC ≥ 0.75) between Ctrl ± DMF or DMF + GSH-treated murine Tc17 cells differentiated for 48 h (*n* = 3). Highlighted are genes associated with type 17 or CTL signature. **b** Expression**-**ratio of *Rorc*-to-*Tbx21* calculated from RNA-Seq from **a**, normalized to the DMF values, which were arbitrarily set to 1. **c** Flow cytometry of RORγt or T-BET in murine Tc17 cells differentiated for 72 h, to the right, ratio of RORγt-to-T-BET calculated from fold MFI. **d**, **e** GSEA of genes associated with Tc17 **d** or CTL **e** phenotyp**e** as defined by GSE110346 in Tc17 cells from **a**. **f** Venn diagram of DMF-dependent DE genes in murine Tc17 (dataset from **a)** and human CD8^+^CD45RA^−^ T cells from matched groups of MS patients “DMF untreated” (*n* = 4) and “DMF treated” (*n* = 4), who fulfilled NEDA-3 criteria after 12–13 months of DMF therapy (Supplementary Table 4 and Supplementary Fig. 2b) based on RNA-Seq (*p* adj < 0.1). **g** Scatter plot of overlapping gene regulation in murine Tc17 and human CD8^+^CD45RA^−^ T cells datasets from **a** and **f**, respectively (*p* adj < 0.1). Highlighted are concordantly expressed genes associated with Tc17 or CTL phenotype. **h** Heatmap of top transcripts with correlating expression in murine Tc17 and human CD8^+^CD45RA^−^ T cell-datasets from **a**, **f**, respectively. DE mouse Tc17 transcripts (*p* adj < 0.01, log2Fc ≥ 0.6), and corresponding 182 human transcripts with GSEA core enrichment were selected. Highlighted are genes associated with Tc17 and CTL phenotype. **i** Relative expression of *RORC*-to-*TBX21* calculated from RNA-seq from **f**. **j** GSEA of genes associated with ROS-signaling in human CD8^+^CD45RA^−^ T cells from **f** based on MSigDBv6^.^1. **k**, **l** GSEA of genes associated with IL17^+^CD8^+^ **k** or IL17^−^CD8^+^ **l** profiles in CD8^+^CD45RA^−^ T cells from **f** based on published raw data (RNA-Seq GSE96741)^42^. Bars show mean ± s.d. from four to three **b**, **c**, **i** combined experiments; individual values are plotted. In **b**, **c** *p < 0.05, ***p < 0.001 evaluated by one-way ANOVA followed by Tukey’s HSD multiple comparison test, in **i** *p*-value by the two-tailed, unpaired *t*-test.

To elucidate whether the above described DMF effect also applied to human disease, we performed RNA-Seq of memory CD45RA^−^CD8^+^ T cells from PB of MS patients, which were not treated with DMF (“DMF-untreated”, *n* = 4) or treated with DMF (“DMF-treated” *n* = 4) fulfilling NEDA-3 criteria after one year of therapy (Supplementary Fig. 2b, Supplementary Table 4). Principal component analysis (PCA) analysis of the top 20,000 genes clearly separated patients before and after DMF (Supplementary Fig. 2c). Upon DMF treatment 3840 transcripts were differentially expressed (DE) in human CD8^+^ T cells (*p* adj < 0.1), 965 transcripts of which were also differentially expressed in mouse Tc17 cells upon DMF treatment (Fig. 2f). Within the concordantly upregulated genes (Fig. 2g, upper right quadrant), we found transcripts associated with the effector CTL signature, *GZMB*, *IFNG*, *PRF1* and *TBX21*, whereas Tc17 signature genes *RORC*, *CCR6*, *IL23R*, *RORA* were downregulated accordingly (Fig. 2g lower-left, Supplementary Fig. 2d). Indeed, comparison of the top DE genes in the mouse with the human dataset revealed similar expression patterns for the majority of genes, including Tc17 and effector CTL signatures genes (Fig. 2h). Accordingly, similar to mouse data, the ratio of *RORC*-to-*TBX21*, was significantly reduced in DMF-treated human CD8^+^CD45RA^−^ T cells (Fig. 2i). This shift was likely regulated by ROS, as the ROS pathway was upregulated in memory CD8^+^ T cells after one year of positive response to DMF as compared to therapy start (Fig. 2j and Supplementary Fig. 2e). Next, we compared memory CD8^+^ T cells from MS patients to the IL-17^+^CD8^+^ and IL-17^−^CD8^+^ T cells from healthy individuals, which characteristic transcriptional profiles were recently determined^42^. Differentially expressed genes (*p* adj < 0.0.05) specific for IL-17^+^CD8^+^ T cell or IL-17^−^CD8^+^ T cell profile distinguished DMF-treated versus untreated MS patients. Interestingly, CD8^+^ T cells from untreated patients exhibited more similarity to IL-17^+^CD8^+^ T cells than cells from DMF-treated patients, which in turn were more similar to IL-17^−^CD8^+^ T cells, corroborating the idea on DMF-mediated diversion of Tc17 towards a “CTL-like” transcriptional signature (Fig. 2k, l, Supplementary Fig. 2f, g).

### PI3K-AKT-T-BET axis suppresses IL-17 and RORγt in Tc17 cells

Analysis of pathways involved in a positive response to DMF therapy (defined as fulfillment of NEDA-3 criteria) in memory CD8^+^ T cells from MS patients revealed a significant enrichment for genes associated with the PI3K-AKT-mTOR-pathway (Fig. 3a and Supplementary Fig. 3a) (GSEA, MSigDB, hallmark dataset). Indeed, inhibition of PI3K activity by the inhibitor Ly294002 resulted in partial restoring of IL-17 production in DMF-treated murine Tc17 cells (Fig. 3b), suggesting that enhanced PI3K-signaling in DMF-treated Tc17 cells contributed to IL-17 suppression. Furthermore, downstream of PI3K, phosphorylation of AKT^43^ at S473 as well as at T308 (Fig. 3c, d) was enhanced by DMF, GSH-dependently.

**Fig. 3:**
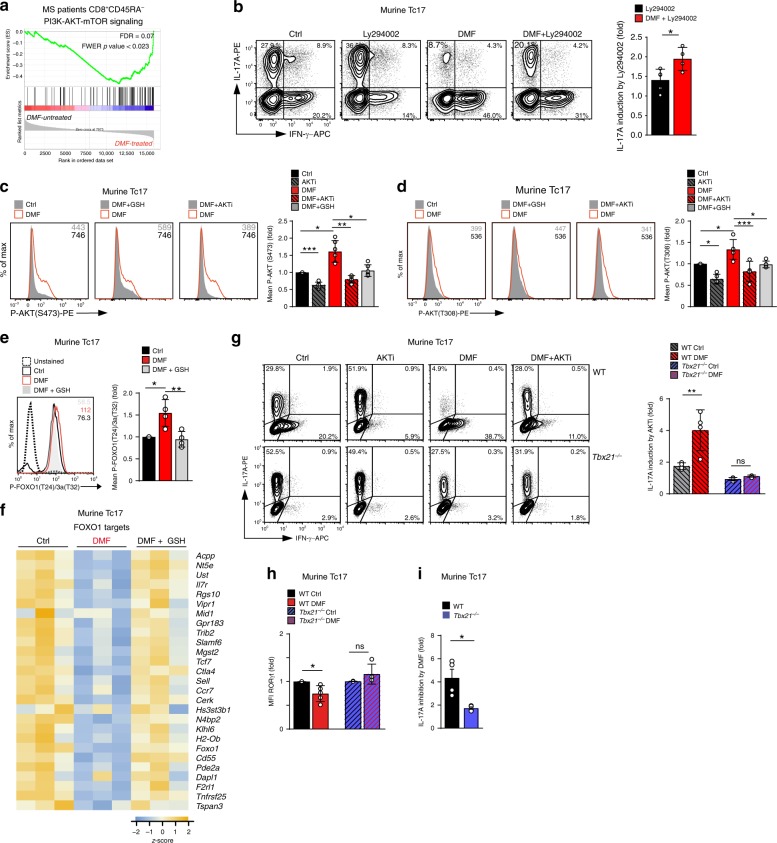
DMF enhances PI3K-AKT-T-BET-signaling to diminish IL-17 and RORγt in Tc17 cells. **a** GSEA examining the enrichment of genes associated with PI3K-AKT-mTOR-signaling in human CD8^+^CD45RA^−^ T cells upon stable response to DMF therapy based on MSigDBv6.1 (dataset from Fig. 2f). **b** Flow cytometry of IL-17A in murine Tc17 cells differentiated for 72 h ± DMF, ± 1 µM Ly294002 (fold IL-17A induction by Ly294002, a PI3K inhibitor). **c**, **d** Flow cytometry of P-AKT(S473) **c** and P-AKT(T308) **d** in murine Tc17 cells differentiated for 48 h ± DMF, DMF + GSH, ± 1 µM AKTi (AKT-1/2 inhibitor) or DMF + AKTi. **e** Flow cytometry of P-FOXO1(T24)/FOXO3a(T32) in Tc17 cells differentiated for 48 h ± DMF or DMF + GSH. Bars to the right in **c**, **d**, and **e** show fold MFI normalized to the respective control, which was arbitrarily set to 1. **f** Heatmap of color-coded z-scores from the rlog transformed, batch-corrected FOXO1 target genes according to Michelini et al^44^ in Tc17 cells, (dataset from Fig. 2a). **g** Flow cytometry for IL-17A and IFN-γ in WT and *Tbx21*^−*/*−^ Tc17 cells differentiated for 72 h with indicated treatment (fold IL-17A induction by AKTi). **h** Flow cytometry for RORγt in WT and *Tbx21*^−*/*−^ Tc17 cells differentiated for 72 h with indicated treatment. Bars show fold RORγt expression (MFI normalized to respective control, which was arbitrarily set to 1). **i** Flow cytometry for IL-17A in WT and *Tbx21*^−*/*−^ Tc17 cells differentiated for 72 h (fold IL-17A inhibition by DMF). Bars show mean ± s.d. from six **c**, five to four **b**, **d**, **e** and **g**–**i** combined experiments; individual values are plotted. In **b**, **g**, **i** *p < 0.05, **p < 0.01 evaluated by two-tailed, unpaired *t*-test, in **h** *p < 0.05 by two-tailed un*p*aired *t*-test with Welch’s correction, in (d and e) *p < 0.05, **p < 0.01, ***p < 0.001 by one-way ANOVA followed by Tukey’s HSD multi*p*le comparison test, in **c** *p < 0.05, **p < 0.01, ***p < 0.001 by one-way Welch’s ANOVA with Games-Howell multiple comparison test.

AKT phosphorylates the transcription factor FOXO1 to inactivate its transcriptional activity^44^. 

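Fig. 3f prints 27 genes as targets of FOXO1 in the RNA-Seq of Tc17 cells, and all 27 had a mean normalized count of at least 10. Because these names were read from the figure, they were tallied gene by gene and no list test was run. All 27 were lower with DMF than in Ctrl, with a median log2FC of −0.73, whereas 49.4% of all genes tested were lower. By replicate number 26, 26 and 27 of the 27 were lower, and 25 were lower in all 3. The p adj was under 0.01 for 9 genes over all genes tested and for 20 when adjusted over the list alone. Since the figure shows these same libraries, the second number is not independent evidence. The threshold of Fig. 2a was passed by 5 genes, and by 13 with the replicate block. Tnfrsf25 fell from 298 ± 62.0 normalized counts (SD, n = 3) to 78.9 ± 26.3, a log2FC of −1.94 (SE 0.203, p adj = 0.00173, limma). Il7r, on chromosome 15 of GRCm38 from 9505788 to 9530176, fell from 1535 ± 129 to 759 ± 207, a log2FC of −1.05 (p adj = 0.00649, limma). Tcf7, on chromosome 11 from 52252371 to 52283014, had a log2FC of −1.14 with a p adj of 0.0163, which is 6.46e-10 with the replicate block. Foxo1 itself, on chromosome 3 from 52268336 to 52353221, fell from 3358 ± 205 to 2793 ± 304, a log2FC of −0.27 (SE 0.0587, p adj = 0.0115, limma). With DMF + GSH all 27 genes were closer to Ctrl than with DMF alone, at a median log2FC of −0.14 against Ctrl. Without 1 library, 26 or 27 of the genes were lower.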

Consistent with this notion, DMF increased FOXO1/3a phosphorylation, accompanied by the downregulation of FOXO1 targets (Fig. 3e, f). FOXO1 is a suppressor of T-BET^44,45^ and T-BET was upregulated in DMF-treated Tc17 cells (Fig. 2c). We therefore speculated that DMF-mediated suppression of IL-17 was dependent on AKT-dependent FOXO1 inactivation, leading to upregulation of T-BET. To test this hypothesis, we compared the susceptibility of T-BET-deficient (*Tbx21*^−*/*−^) and wildtype (WT) Tc17 cells to treatment with DMF and a selective AKT-1/2 inhibitor (AKTi)^46^. AKTi boosted IL-17 production significantly in DMF-treated WT Tc17 cells (Fig. 3g, upper). In contrast, the impaired IL-17 production in DMF-treated *Tbx21*^−*/*−^ Tc17 cells was refractory to AKTi treatment (Fig. 3g, lower), indicating that T-BET is required for AKT-mediated IL-17 suppression. Furthermore, DMF failed to inhibit RORγt and was less effective in suppressing IL-17 in *Tbx21*^−*/*−^ as compared to WT cells (Fig. 3h, i). Contrary to Tc17 cells, AKTi in combination with DMF inhibited IL-17 production in pathogenic Th17 cells (Supplementary Fig. 3b). Another target of PI3K-AKT signaling is mTORC1^43^. DMF treatment resulted in an enrichment of mTOR-associated transcripts in CD8^+^ T cells from MS patients and in murine Tc17 cells (Supplementary Fig. 3c, d). Furthermore, DMF enhanced the mTORC1-dependent phosphorylation of the ribosomal protein S6 at S235/236 in murine Tc17 cells (Supplementary Fig. 3e). 

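For murine Tc17 cells, Supplementary Fig. 3d prints 16 mTOR-associated genes, of which 15 had a mean normalized count of at least 10, while Mos was at a mean of 0.103. The names were read from the figure, so that they were tallied without a list test, and the study chose them by their change in these libraries. All 15 were higher with DMF, with a median log2FC of 0.50 and a range from 0.27 to 1.18, and all 15 were higher in each of the 3 replicate numbers. The p adj was under 0.01 for 4 genes over all genes tested and for 8 when adjusted over the list alone, which is not independent evidence for genes chosen on these samples. The threshold of Fig. 2a was passed by 0 of them in limma. Slc7a5, an amino acid transporter gene on chromosome 8 of GRCm38 from 121881150 to 121907694, rose from 3025 ± 967 normalized counts (SD, n = 3) to 5649 ± 717, a log2FC of 0.94 (SE 0.222, p adj = 0.0150, limma). Sesn2, on chromosome 4 from 132492032 to 132510501, rose from 179 ± 32.3 to 348 ± 86.7, likewise a log2FC of 0.94 (p adj = 0.0120, limma). With the replicate block 3 of the 15 passed, which were these 2 (p adj = 2.56e-08 and 8.74e-06, limma) and Prr5, which has the largest log2FC of the list (1.18, p adj = 0.0291 with the batch term and 0.00377 with the block). Prkca and Eif4ebp1 each had a log2FC of 0.74 with a p adj of 0.00604 and 0.00743 in limma. With DMF + GSH the median log2FC against Ctrl was 0.02, and 13 of the 15 genes were closer to Ctrl than with DMF alone. The CD8+ T cells from MS patients are not analysed here.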

In line with published data^39^, inhibition of mTOR signaling by rapamycin blocked IL-17 production in pathogenic Th17 cells (Supplementary Fig. 3f), in contrast to Tc17 cells in which rapamycin did not impact IL-17 (Supplementary Fig. 3g).

In summary, these data reveal a crucial role of the PI3K-AKT-FOXO1 pathway in the DMF-mediated IL-17 suppression as well as in the shift in RORγt-to-T-BET ratio and indicate differential roles of AKT and mTOR signaling in IL-17 regulation by Tc17 and Th17 cells.

### STAT5 contributes to inhibition of IL-17 in Tc17 cells

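A list of 22 response genes of IL-2 and STAT5, written from general knowledge before the data were examined, was tested in the RNA-Seq of murine Tc17 cells, and the hallmark set was not used here. All 22 genes were kept, and 17 were higher and 5 lower with DMF than in Ctrl. The median log2FC was 0.47, with 0.69, 0.23 and 0.42 in replicates 1, 2 and 3 (p adj = 0.00449 over the 8 lists tested, camera). The call held in fry (p adj = 0.0178) and not in camera with an estimated correlation (p adj = 0.265). At a p adj under 0.01, 7 genes changed over all genes tested and 9 when adjusted over the list alone. Without 1 library the median lay between 0.31 and 0.64. Il2ra (ENSMUSG00000026770), which encodes the α chain of the IL-2 receptor on chromosome 2 of GRCm38 from 11642807 to 11693193, rose from 8656 ± 2563 normalized counts (SD, n = 3) to 17797 ± 4149. Its log2FC was 1.05 (SE 0.258, p adj = 0.0170, limma), and it passed the threshold of Fig. 2a with the replicate block (p adj = 7.14e-08). Lta rose by a log2FC of 2.11 (p adj = 0.00739, limma) and Myc by 0.87 (p adj = 0.00554). Against the direction of the list, Socs3 had a log2FC of −0.98 (p adj = 0.0228, limma, and 1.50e-08 with the replicate block, where it passed the threshold) and Lif one of −0.86 (p adj = 0.00722). With DMF + GSH, Il2ra was at 8337 ± 2712 normalized counts, and the median of the list lay 0.53 below DMF alone on the log2 scale (p adj = 0.000156, camera). Against Ctrl the median with DMF + GSH was −0.08, lower with a p adj of 0.0474 in camera and 0.846 in fry.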

Deeper analysis of the transcriptional profiling data revealed an enrichment of IL-2-STAT5 signaling-associated genes in DMF-treated murine Tc17 cells, which was GSH-dependent (Fig. 4a and Supplementary Fig. 4a). In line with a role for this pathway, DMF inhibited IL-17 production in Tc17 cells only in the presence of IL-2, in a dose-dependent manner (Fig. 4b, c). However, neither GSH depletion nor ROS upregulation were dependent on the presence of IL-2 (Fig. 4d, e). Thus, DMF-induced GSH depletion, which correlates with ROS upregulation suppressed IL-17 production by enhancing IL-2 signaling.

**Fig. 4:**
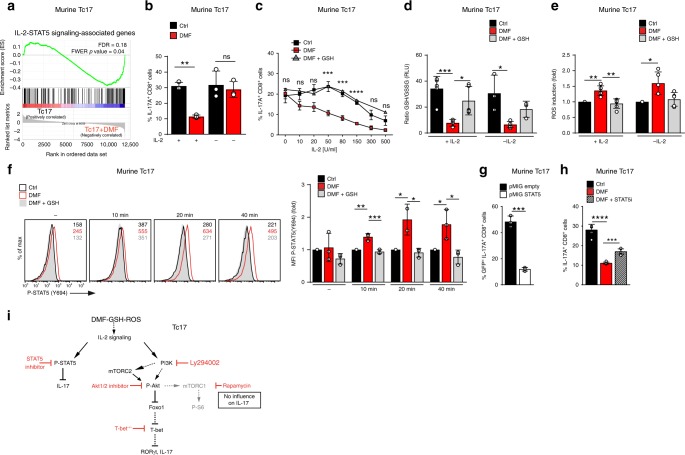
DMF interferes with IL-2-STAT5 signaling to limit IL-17 expression in Tc17 cells. **a** GSEA of genes associated with IL-2-STAT5-signaling in murine Tc17 cells ± DMF (data set from Fig. 2a) based on MSigDBv6.1. **b**, **c** Flow cytometry of IL-17A in murine Tc17 cells differentiated for 72 h ± IL-2, ± DMF or DMF + GSH. Significances in graph are shown for Ctrl vs DMF (mean ± s.d.). **d** GSH/GSSG ratio in murine Tc17 cells differentiated for 2 h ± rhIL-2, ± DMF or DMF + GSH. **e** Flow cytometry of ROS levels determined by CM-H_2_DCFDA staining in murine Tc17 cells differentiated for 2 h ± IL-2, ± DMF or DMF + GSH (fold MFI normalized to the respective control, which was arbitrarily set to 1). **f** Flow cytometry of phospho(P)-STAT5(Y694) in murine Tc17 cells differentiated for 48 h, rested, then activated with IL-2 ± DMF or DMF + GSH for the indicated time (fold MFI normalized to control, which was arbitrarily set to 1). **g**, **h** Flow cytometry of IL-17A in murine Tc17 cells after retroviral transduction with constitutive-active P-STAT5 (pMIG STAT5) or GFP vector alone (pMIG empty) **g** or in Tc17 cells after 72 h of differentiation ± DMF, ± 35 µM STAT5 inhibitor (STAT5i) **h**. **i** Schematic influence of DMF-GSH-ROS on IL-2 signaling, leading to IL-17 and RORγt suppression in Tc17 cells. Modified from^43^. Bars show mean ± s.d. from seven to five **e**, six **h**, or five to three **d** or three **b**, **c**, **f**, **g** combined experiments; individual values are plotted. In **g** ***p < 0.001, evaluated by two-tailed, unpaired *t*-test, in **b**–**d**, **f**, **h** *p < 0.05, **p < 0.01, ***p < 0.001, by one-way ANOVA followed by Tukey’s HSD multiple comparison test, in **e** *p < 0.05, **p < 0.01 by one-way Welch’s ANOVA with Games-Howell multiple comparison test.

IL-2 signaling involves several pathways, including activation of PI3K-AKT and activation of STAT5^47^, which inhibits IL-17 production in Th17 cells^48^. DMF upregulated IL-2-mediated STAT5 phosphorylation GSH-dependently (Fig. 4f), and retroviral overexpression of constitutively active STAT5 revealed that STAT5 suppressed IL-17 production in Tc17 cells (Fig. 4g and Supplementary Fig. 4b, c). Conversely, inhibition of STAT5 function by a pharmacological inhibitor partially restored IL-17 production (Fig. 4h). These data indicate that DMF acts on IL-2 signaling, involving both PI3K-AKT-T-BET and STAT5 pathways to suppress IL-17 production in Tc17 cells (Fig. 4i).

### DMF drives epigenetic remodeling at the *Il17* locus

Histone modifications at gene regulatory elements undergo dynamic changes that correlate with gene expression profiles^49^. Since DMF limited IL-17 in Tc17 cells, we speculated on accompanying changes in the epigenetic landscape. Indeed, DMF suppressed permissive H4Ac as well as H3K27Ac on *Il17* promoter and enhancer-5 (Fig. 5a), partially in GSH-dependent manner. In contrast, neither the global histone acetylation nor the *Il10* promoter were affected, indicating a specific suppression of the *Il17* locus (Fig. 5b and Supplementary Fig. 5a). Since IL-2 signaling depends on histone deacetylases (HDACs)^50^, and DMF inhibited IL-17 in IL-2-dependent manner, we assumed an influence of DMF-triggered pathway on HDACs. The inhibitor of class I and II of mammalian HDACs, trichostatin A (TSA), neutralized the inhibitory effect of DMF on IL-17 production to some extent (Supplementary Fig. 5b), indicating a partial involvement of type I or II HDACs in DMF-driven suppression of histone acetylation on the *Il17* locus.

**Fig. 5:**
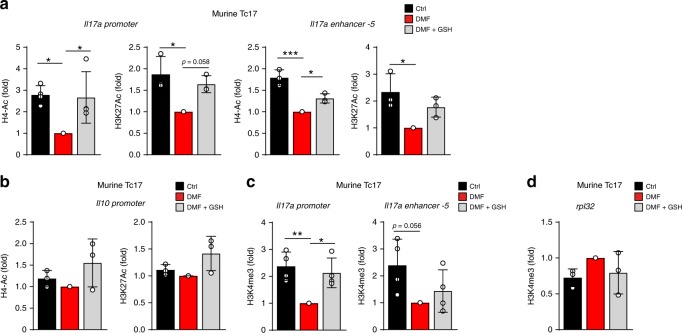
Suppression of histone modifications on *Il17a* promoter by DMF is GSH-dependent. **a** ChIP assays for H4Ac and H3K27Ac at the *Il17a* promoter, *Il17* enhancer-5 in murine Tc17 cells differentiated for 72 h ± DMF or DMF + GSH. **b** ChIP assays for H4Ac and H3K27Ac at the *Il10* promoter in murine Tc17 cells differentiated for 72 h ± DMF or DMF + GSH. **c** ChIP assays for H3K4me3 at the *Il17* promoter, *Il17* enhancer-5 in murine Tc17 cells differentiated for 72 h ± DMF or DMF + GSH. **d** ChIP assays for H3K4me3 at the *Rpl32* promoter in murine Tc17 cells differentiated for 72 h ± DMF or DMF + GSH. Bars show mean ± s.d. of fold change normalized to DMF treatment, which was arbitrarily set to 1. Data from three **a**–**d** combined experiments; individual values are plotted. In **a**–**d**, *p < 0.05, **p < 0.01, ***p < 0.001, evaluated by one-way ANOVA followed by Tukey’s HSD multiple comparison test.

Furthermore, permissive H3K4me3 on the *Il17a* promoter, as well as to some extent on the *Il17* enhancer-5 was suppressed by DMF treatment (Fig. 5c), while the H3K4me3 on *rpl32* promoter or repressive H3K27me3 were not significantly altered (Fig. 5d and Supplementary Fig. 5c–e). Thus, DMF-signaling leads to suppression of permissive histone modifications on the *Il17* locus.

### DMF impairs the pathogenicity of Tc17 cells in EAE

To test the impact of DMF in vivo, we induced EAE in WT mice and treated them with DMF by oral gavage starting from disease onset (day 8, therapeutic setting) or in drinking water staring ten days before immunization (preventive setting) (Supplementary Fig. 6a, b). Therapeutic DMF application significantly reduced EAE severity, reflected by reduced T cell and CD8^+^ T cell numbers, as well as by decreased frequency of Tc17 cells in the CNS (Fig. 6a-d). Consistent with the literature^26,29^, preventive DMF treatment likewise reduced EAE severity (Supplementary Fig. 6c). This was accompanied by significantly decreased percentages of Tc17 cells in CNS (Supplementary Fig. 6d), in accordance with the data obtained in the therapeutic setting (Fig. 6d). Thus, therapeutic and preventive DMF application caused EAE amelioration accompanied by a reduction in the Tc17 cell abundance. To investigate DMF effects specifically on Tc17 cells, we applied an adoptive transfer EAE model involving the cooperating Tc17 and Th17 cells, in which Tc17 cells via IL-17A provide “reverse help” for CNS pathogenicity of Th17 cells^12^. To this end, we transferred sub-pathogenic numbers of 2D2 CD4^+^ T cells, which are transgenic for myelin oligodendrocyte glycoprotein (MOG)-specific Vβ11^+^/Vα3.2^+^ TCR together with congenic polyclonal Tc17 cells into *Irf4*^−*/*−^ mice, which are resistant to EAE^12,51^. Tc17 cells were treated with DMF or control during in vitro differentiation. Transfer of 2D2 cells alone did not evoke disease, while the combination of 2D2 cells with Tc17 cells caused early onset and severe disease course (Fig. 6e). This was accompanied by a prominent T cell infiltration into the CNS, including endogenous and transferred CD8^+^ T cells (Fig. 6f, g). Transferred Tc17 cells were detectable in draining LNs and correlated with CNS-infiltration of CD4^+^ T cells producing IL-17 at higher proportions as compared to transferred 2D2 cells alone (Fig. 6h–k). In contrast, co-transfer of 2D2 cells together with DMF-treated Tc17 cells failed to evoke severe EAE and the total T cell and CD8^+^ T cell infiltration into the CNS was strongly reduced (Fig. 6e–g). Accordingly, transferred DMF-treated Tc17 cells produced less IL-17 in draining LNs and failed to upregulate IL-17 production by CNS infiltrating CD4^+^ T cells (Fig. 6h–k). Hence, DMF treatment caused a loss of the Tc17-dependent Th17 pathogenicity and conferred a stable “low IL-17” phenotype to Tc17 cells, suggesting a mechanism for amelioration of autoimmunity in CNS upon DMF treatment.

**Fig. 6:**
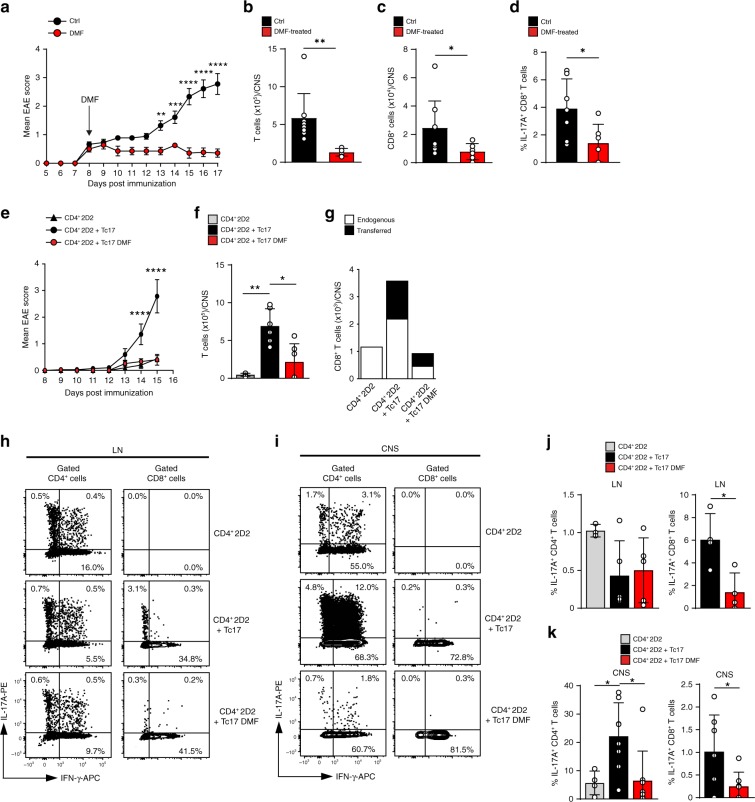
DMF restricts CNS autoimmunity by limiting the co-pathogenic function of Tc17 cells. **a** Mean clinical scores ( ± s.d.) of MOG_35–55_ immunized wild-type (WT) mice (*n* = 7) with therapeutic DMF application, starting from day 8, indicated by arrow. **b** T cell numbers (mean ± s.d.; *n* = 7) in the CNS of WT mice ± DMF treatment. **c** CD8^+^ T cell numbers (mean ± s.d.; *n* = 7) in the CNS of WT mice ± DMF treatment. **d** Percentages of IL-17A^+^CD8^+^ T cells (mean ± s.d.; *n* = 7) in the CNS of WT mice ± DMF treatment. **e** Mean clinical scores ( ± s.d.) of MOG_35–55_ immunized *Irf4*^−*/*−^ (*n* = 7) mice receiving 10^3^ CD4^+^2D2 T cells alone or together with 2.5 × 10^6^ in vitro differentiated Tc17 ± DMF. Significances in graph are shown for 2D2 + Tc17 vs 2D2 + Tc17 DMF. **f** T cell numbers (mean ± s.d., *n* = 4–6) in CNS of *Irf4*^−*/*−^ mice after CD4^+^2D2 T and Tc17 ± DMF co-transfer. **g** Endogenous to transferred CD8^+^ T-cell ratio (mean, *n* = 5) in CNS of *Irf4*^−*/*−^ mice after CD4^+^2D2 T and Tc17 ± DMF co-transfer. **h**, **i** Flow cytometry of IL-17A and IFN-γ in gated CD4^+^ and CD8^+^ T cells in LN **h** or CNS **i** of *Irf4*^−*/*−^ mice after CD4^+^2D2 T and Tc17 ± DMF co-transfer. **j**, **k** Percentages of IL-17A^+^CD4^+^ or IL-17A^+^CD8^+^ T cells (mean ± s.d.) in LN (*n* = 4–5) **j** and CNS (*n* = 7–8) **k** of *Irf4*^−*/*−^ mice; **b**, **c**, **d**, **f**, **j**, **k** individual values are plotted. In **a**, **e** **p < 0.01, ***p < 0.001, ****p < 0.0001 evaluated by two-way ANOVA with Bonferroni post-hoc test, in (**d**, **j**, for CD8^+^ T cells) *p < 0.05 by two-tailed, unpaired *t*-test, in (**b**, **c**, **k** for CD8^+^ T cells) *p < 0.05, **p < 0.01 by two-tailed, unpaired *t*-test with Welch’s correction, in (**j**, **k** for CD4^+^ T cells) *p < 0.05, **p < 0.01 by one-way ANOVA followed by Dunnett multiple comparison test, in **f** *p < 0.05, **p < 0.01 by one-way Welch’s ANOVA with Games–Howell multiple comparison test.

## Discussion

Over the past decades, several MS-modifying drugs have been approved for treatment. This includes orally applied DMF, which alleviates disability progression and has good safety and tolerability^25^. DMF reduced the annual relapse rate by 53% and relative risk reduction of disability progression by 38%^36^, indicating its efficiency. However, a considerable proportion of patients do not respond to DMF therapy, indicating a need for stratification of patients. Although DMF has been shown to act on different cell types including microglia, neurons, dendritic cells, macrophages and to some extent CD4^+^ T cells, it is still not known how this drug reduces overall disease activity^25^. Therefore, a close mechanistic understanding of the influence of DMF on target cells can contribute to a development of markers and an improvement of its clinical efficacy.

IL-17A plays an important role in the autoimmune-pathogenesis, since (i) increased numbers of IL-17^+^ CD4^+^ and CD8^+^ T cells are detectable in active as compared to inactive areas of MS lesions^15^, (ii) genetic risk factors related to IL-23-IL-17 axis associate with MS^3,5^, (iii) increased IL-17A mRNA levels are detectable in MS^52^ and (iv) IL-17 contributes to disruption of blood–brain–barrier tight junctions^53^. Furthermore, the therapeutic targeting of IL-17A by the fully humanized antibody secukinumab is successful in psoriasis^54^, rheumatoid arthritis^55^ and ankylosing spondomyelitis^56^, as well as there are promising results in a proof-of-concept study in MS^57^. Here, we demonstrate that a positive response to DMF therapy associates with a reduction in Tc17, in contrast to Th17 cells, in MS. Furthermore, in patients with a positive response to the therapy, DMF modified Tc17 transcriptional profile towards a “CTL-like” signature. Indeed, DMF inhibited IL-17 production in human Tc17 cultured in vitro, indicating its direct effect. Similar pattern of response to DMF was observed in murine Tc17 cells, revealing a comparable regulation across species and thus allowing mechanistic and functional experiments. In the mouse model, oral DMF treatment in therapeutic as well as in preventive setting ameliorated clinical signs of disease and suppressed frequency of IL-17-producing CD8^+^ T cells in CNS, consistent with the results obtained from PB of MS patients. In the adoptive transfer model, the amelioration of the disease by DMF was caused by a stable suppression of Tc17 cells and thereby loss of their co-pathogenic function resulting in the reduced frequency of Th17 cells in the CNS. This is consistent with previous reports showing reduced frequencies of Th17 cells in DMF-treated mice^26,28^. Immune modulatory effects of DMF also include influence on IFN-γ production by CD4^+^ T cells^26,28^, as well as on the phenotype of dendritic cells, monocytes^26,29,32^ and metabolism of macrophages^28^, which likewise contribute to the therapeutic effect. Considering multiple mechanisms driven by DMF and an extensive heterogeneity in the disease course resulting from distinct effector mechanisms underlying MS^1^, we believe that our findings and conclusions apply to a subset of patients, in which Tc17 cells are involved in the disease pathogenesis. This idea is supported by our finding that the mean frequency of Tc17 cells before DMF therapy was significantly higher in responders as compared to non-responders however, further studies should prove this concept.

In MS patients the majority of IL-17-producing CD8^+^ T cells expresses the molecules CD161 and CCR6, as well as TCRVα7.2, characterizing them as MAIT cells^16,17,19^. Functionally, these cells seem to have pathogenic relevance since pediatric MS patients harbored more IL-17-producing MAIT cells in PB, as compared to healthy controls or children with monophasic inflammatory CNS disorder^18^. Furthermore, increased IL-17 production by MAIT cells^20^ as well as their enhanced accumulation in brain lesions^19^ was detectable in MS. Considering these reports, it is possible, that the DMF-mediated reduction of IL-17 producing CD8^+^ T cells in MS patients, which we herein described, may also affect CD161^high^ CD8^+^ MAIT cells. As MAIT cells were not affected by IFN-β therapy, but strongly reduced by high dose of cyclophosphamide in combination with alemtuzumab treatment followed by autologous stem cell transplantation in MS patients^17^, one can speculate that besides the non-myeloablative depletion, MAIT cells might be susceptible to ROS upregulated by DMF-mediated glutathione depletion. Therefore, it will be of interest for future studies to compare in detail the susceptibility to DMF of conventional versus CD161^high^ CD8^+^ MAIT Tc17 cells in patients, to define the main target population within IL-17-producing CD8^+^ T cells and to closely characterize the therapy responder group.

The idea of DMF-mediated diversion of Tc17 profile towards a “CTL-like” genetic signature is based on the comparison of memory CD8^+^ T cells from untreated versus treated MS patients with IL-17^+^CD8^+^ versus IL-17^−^CD8^+^ T cell from healthy individuals, which profiles were recently published^42^, as well as with our datasets on gene expression in mouse effector Tc17. Importantly, for the gene expression profiles of human IL-17^+^CD8^+^ and IL-17^−^CD8^+^ T cells, MAIT and γδT cells were excluded^42^, suggesting that the DMF-mediated diversion from Tc17-like towards “CTL-like” profile relates rather to “classical” Tc17 cells. The diversion was accompanied by a decreased ratio of RORγt-to-T-BET, transcriptional regulators governing the development of type 17 or CTL, respectively. This indicates that DMF not only simply inhibited IL-17, but suppressed the transcriptional program governing Tc17 differentiation in favor of T-BET and CTL-associated genes. DMF-mediated upregulation of T-BET crucially contributed to this effect, as T-BET opposes Tc17 differentiation^22,24^ and RORγt^58^ expression. Our work further unraveled the molecular pathway of DMF mediated T-BET upregulation, which included enhanced AKT activation, accompanied by FOXO1 phosphorylation and inactivation, leading to upregulation of T-BET. Accordingly, T-BET deficiency in Tc17 cells led to decreased response to DMF with respect of IL-17 production and RORγt downregulation. These data reveal T-BET as an important DMF target in Tc17 cells, suppressing IL-17 production and RORγt expression. In line with our data, a previous report demonstrated significantly reduced *TBX21* expression in MS patients compared to healthy controls^59^, pointing to an association of low *TBX21* levels with the disease. Therefore, we surmise that upregulation of *TBX21* with concomitant downregulation of *RORC* in CD8^+^ T cells by DMF contributes to its therapeutic efficacy in MS. Further studies might support this speculation.

In addition to the PI3K-AKT-T-BET pathway, enhanced STAT5 activity contributed to DMF-mediated suppression of IL-17, in which STAT5 limited IL-17 production in Tc17 cells in a similar manner as described for Th17 cells^48^. The STAT5 or PI3K-AKT activity-enhancing function by glutathione-depletion has not been described for T cells so far, but upregulated ROS enhanced STAT5-phosphorylation and PI3K-AKT-activity in hepatocytes in the context of obesity and type II diabetes^60^ or cancer cells^61,62^. Considering that upregulated ROS can inhibit phosphatase activity, as demonstrated for the protein-tyrosine phosphatase PTPN2 in hepatocytes^60^ and for PTEN in macrophages^62^, it is conceivable that the increased phosphorylation of PI3K-AKT-FOXO1 and STAT5 is caused by a similar mechanism in Tc17 cells. DMF-signaling led to suppression of the permissive histone state on *Il17* locus, ultimately restricting IL-17. Notably, and in contrast to STAT5, AKT-mediated suppression of IL-17 production took place in Tc17 but not in pathogenic Th17 cells. This indicates common (STAT5) and differential signaling pathways (AKT) regulating IL-17 in Tc17 and Th17 cells. Furthermore, Tc17 and Th17 cells seem to differ in respect to utilized energy supply. Whereas Th17 cells strongly depend on glycolysis^39^, Tc17 cells were refractory to 2-DG treatment, instead they seem to rely on OXPHOS as examined by sensitivity to inhibitors rotenone and oligomycin. Hence, our data indicate cell-type-specific signaling pathways controlling IL-17 production, which could explain particular responsivity of Tc17 to DMF treatment. This is in agreement with a recent publication demonstrating specific transcriptional programs for mouse and human Tc17 and Th17 cells^42^.

Overall, we provide mouse and human data that support a concept for DMF mode of action in MS that may endorse development of drugs targeting the delineated signaling pathways. The described mechanisms can be extended to other IL-17-mediated diseases, where CD8^+^ T cells are a cellular source, including psoriasis or tumorigenesis to develop comprehensive therapy strategies.

## Methods

### Study design and participants

Patients visiting the Center of Neuroimmunology of the University of Marburg and at the Department of Neurology at the University of Mainz between 2014–2017 were offered standard immunotherapies according to national treatment guidelines and followed longitudinally in an observational cohort. Key eligibility criteria included age of 18 to 57 years, a diagnosis of MS (according to the 2010 McDonald criteria^63^), an Expanded Disability Status Scale (EDSS) score of 0 to 4.0 at the start of DMF therapy (score range from 0 to 10.0 with higher scores indicating a greater degree of disability), maximum one prior short-term therapy with IFN-β or glatiramer acetate to minimize effects on immune system and the ability to give informed consent. The key exclusion criteria were a diagnosis of primary progressive multiple sclerosis, prior therapies with monoclonal antibodies or immunosuppressive medications, disease duration of more than 2.5 year since diagnosis. Blood was collected immediately prior to treatment initiation and approx. one year later. Patients were followed longitudinally and stratified into two groups according to treatment response (Tecfidera, 240 mg per os twice a day) defined as NEDA-3 positive or negative status under an appropriate treatment period with DMF (re-baselining 4 months after treatment start). NEDA-3 is a composite score defined as: (i) no relapses, (ii) no sustained disability progression measured with EDSS and (iii) no new/enlarging T2-weighted lesions in magnetic resonance imaging (MRI)^37^. In total, 65 patients were included in the study cohort, compromising 40 responders and 25 non-responders. 3 non-responders were excluded as therapy was escalated due to disease activity after 4 months after treatment initiation. In agreement with DMF clinical efficacy, more patients were included into the responder group (*n* = 40). To exclude a selection bias and to obtain comparable group sizes, propensity score matching 1:1 to responders and to non-responders based on age, gender, MS duration since diagnosis and EDSS before treatment was performed. If multiple qualified patients were available for matching, random selection was employed. Selected (*n* = 21) and excluded (*n* = 19) responders did not differ concerning above mentioned parameters. From the measured 21 DMF-responder samples, 3 samples were excluded, while from 22 non-responder samples, 4 samples were excluded, all because of low cellularity within the primary sample (Supplementary Fig. 7).

Since NEDA-3 reflects therapeutic efficacy, patients, who were NEDA-3 positive were termed responders (*n* = 18), whereas NEDA-3 negative patients were termed non-responders (*n* = 18), (Supplementary Tables 1–3). All responders were not treated with any disease modifying therapy before initiation of DMF therapy (“treatment naïve”) except of a standard of care short-term high dosage steroid treatment (1000 mg methylprednisolone for 5 consecutive days), leading to symptom recovery. Blood was drawn 8 weeks after discontinuing from steroid treatment as a baseline and then after 12 months of DMF treatment, a time point of a clear clinical and immunological response to the drug^64,65^. The non-responder group comprised of 10 treatment naïve MS patients and 8 patients with previous therapy: 6 patients were treated with IFN-β-1a (44 µg s.c., 3 times a week) for 0.5–2 years, whereas 2 patients received glatiramer acetate for 2–6 months (20 mg s.c., daily) before initiation of DMF therapy. Previous therapy was discontinued because of disease activity or side effects. DMF treatment was initiated 6 to 8 weeks later. The lymphocyte counts were in the normal range ( > 1200 µl^−1^ PB) at the time-point of DMF therapy initiation. Blood was drawn as a baseline, 8 weeks after discontinuing from steroid treatment for treatment naïve patients, while for patients with previous therapies blood was drawn 6 to 8 weeks after discontinuing from IFN-β-1a or glatiramer acetate therapy. The second blood sample was drawn at the time point of disease progression defined by NEDA-3 criteria, mean for 18 patients: 10.8 months (Supplementary Tables 1–3). The study was conducted according to the rules of the Declaration of Helsinki. It was approved by the Ethics Committees of the University of Marburg and Mainz and all included patients gave written informed consent.

### Stimulation and staining of PBMCs from MS patient

Peripheral blood mononuclear cells (PBMCs) were obtained from blood, which were subsequently frozen. Then, PBMCs were thawed, rested in pre-warmed RPMI/5% AB serum for 2 h, followed by restimulation with PMA (50 ng ml^−1^)/Ionomycin (1 µg ml^−1^), for 2.5 h and with addition of brefeldin A (5 µg ml^−1^) for further 2.5 h. The cells were stained with: Zombie NIR fixable viability kit (#423106), anti-CD8a (SK1), anti-CD4 (RPA-T4), anti-CD14 (HCD14), anti-CD45RA (HI100), anti-IL-17A (BL168), all from Biolegend. Gated CD14^−^CD4^−^CD8^+^CD45RA^−^ or CD14^−^CD8^−^CD4^+^CD45RA^−^ cells were analyzed for IL-17 on Aria III using Diva software (v8.0.2.). Gating strategy is included in Supplementary Fig. 1b. To control batch effects and day-to-day variations frozen PBMCs were used. For this, blood from a healthy donor was drawn, processed for PBMC isolation and then frozen in several aliquots which served as control samples. The control samples were thawed, rested, restimulated, fixed, stained, acquired and analyzed at the start of responder sample analysis (time point I) and then at two different days (time points II and III, for non-responder analysis) using the same standard protocols, by the same person. The analysis reveals a very similar outcome, which gives mean for Tc17 frequency: 0.283 ± 0.0153 ( ± sd) (Supplementary Fig. 8).

### Patient data analysis

The analysis of IL-17 production by memory CD4^+^ and CD8^+^ T cells from PBMCs of MS patients before and after DMF therapy, who responded (NEDA-3 positive) or did not (NEDA-3 negative) to DMF was blinded and based on following power analysis. We performed power calculations, extrapolating from in vitro pilot experiments (IL-17 production by human memory CD8^+^ T cells ± DMF treatment) to a patient estimate (Supplementary Fig. 1d).

We called relevant a difference of post-pre-DMF-treatment of 1.5 and detected a SD of 1.2 for the differences. With a significance level of alpha = 0.05 and an available patient pool of *n* = 18 (paired design, assuming normally distributed values), we would expect to obtain a power of about 95%.

We evaluated *P* values for changes in the frequency of CD8^+^CD45RA^−^IL-17^+^ cells through DMF therapy for each patient (*n* = 1;…;18, responder and non-responder), within the respective group, using two-tailed, paired *t*-tests (*P* values shown above the groups, Fig. 1a). To compare the changes in the frequency of CD8^+^CD45RA^−^IL-17^+^ cells through DMF therapy between responder and non-responder groups a two-tailed, unpaired Student’s *t*-test was applied (*P* value shown between groups, Fig. 1a). The change (Δ) in the frequency of CD8^+^CD45RA^−^IL-17^+^ cells through DMF therapy, was calculated by subtracting the percentage of CD8^+^CD45RA^−^IL-17^+^ cells before DMF therapy (X_1_) from the percentage of CD8^+^CD45RA^−^IL-17^+^ after therapy (X_2_) for each patient (Δ = X_2_−X_1_). The same calculation was performed for the influence of DMF therapy on the frequency of CD4^+^CD45RA^−^IL-17A^+^ T cells. *P* values were determined using GraphPad version 8.0 software.

### Stimulation of CD8^+^ T cells from healthy donors

PBMCs from healthy donors were enriched by performing ficoll gradient centrifugation and then labeled with anti-CD8a (PRA-T8; BioLegend), anti-CD4 (OKT-4; BioLegend) and anti-CD45RA (HI100; BioLegend). CD8^+^CD45RA^−^ cells were sorted using a FACSAria™ III. Tc17 cells were stimulated with anti-CD3 (2 μg ml^−1^, clone TR66) and anti-CD28 (2 μg ml^−1^ CD28.2; BD Biosciences) in the presence of rh IL-1β 20 ng ml^−1^, rh TGF-β 20 ng ml^−1^, rh IL-6 10 ng ml^−1^, rh IL-2 50 U ml^−1^. Tc17 cells were treated with 0.1% DMSO as a control, or with 10 μM DMF alone or in combination with 50 μM GSH. Living cells were analyzed by flow cytometry for IL-17A Pacific Blue, anti-IL-17A (BL168; Biolegend) and IFN-γ APC-Cy7 anti-IFN-γ (4 S.B3; BioLegend) production after 4 days of culture and restimulation with PMA/ionomycin for 2.5 h and brefeldin A for further 2.5 h. Supernatants were collected after 4 days and IL-17 was measured with the Human IL-17 DuoSet ELISA (R&D, DY317).

### Mice

WT C57BL/6 were purchased from The Jackson Laboratory. *Irf4*^−*/*−^, *Tbx21*^−*/*−^, 2D2 mice expressing a transgenic TCR specific for MOG_35–55_ and CD45.1^+^ mice were bred at the Biomedical Research Center, University of Marburg. All mice were 8–12 weeks old, at C57BL/6 background and sex- and age-matched.

### Murine T cell purification and in vitro differentiation

CD4^+^ or CD8^+^ T cell were obtained from LNs and spleens using negative selection kits (130–104–454 or 130–104–075) both from Miltenyi. For some experiments, CD4^+^ or CD8^+^T cells were sorted on Aria III (BD Biosciences) to obtain naïve CD44^−^CD62L^+^CD4^+^ or CD44^−^CD62L^+^CD8^+^T cells using anti-CD4V450 (RM4–5, BD Biosciences) or anti-CD8V500 (53–6.7, BD Biosciences), anti-CD44PE (IM7, eBiosciences) and anti-CD62LAF700 (MEL-14, BD Pharmingen) mAbs. Doublets were excluded through forward scatter-height by forward scatter-width and side scatter-high by side-scatter width parameters. Sorting purity was > 97% in post-sort analysis. Gating strategy is provided in Supplementary Fig. 9a. Tc17 were primed in RPMI (10%FCS) with plate-bound anti-CD3 mAb (5 µg ml^−1^) and soluble anti-CD28 (0.5 µg ml^−1^, both produced ‘in-house’), rhIL-2 (50 U ml^−1^, Novartis), rhTGF-β (0.5 ng ml^−1^, Peprotech) rmIL-6 (30 ng ml^−1^, Peprotech) and anti-IFN-γ (5 µg ml^−1^, produced ‘in-house’). For Th17 cell priming the conditions were used as for Tc17 cells with addition of rmIL-23 (20 ng ml^−1^, Peprotech). Used inhibitors: DMF (Sigma-Aldrich, 242926, 20 µM), GSH (Sigma-Aldrich, G1404, 50 µM), Trolox (Merck Milipore, 648471, 400 µM), 2-DG (Millipore, 25972, 250 µM), rotenone (Sigma, R8875, 10 nM), oligomycin (Sigma, 04876, 15 nM) Akt1/2inhibitor (Akti, Merck Milipore, 124018, 1 µM), STAT5 inhibitor (STAT5i, Cayman, 15784, 35 µM), Ly294002 (Cell Signaling, 9901, 1 µM), TSA (Sigma-Aldrich, T8552, 1 nM) and rapamycin (Cell Signaling 9904, 50 nM).

### Flow cytometry

For intracellular cytokine staining, murine cells were restimulated after 72 h of culture with PMA (50 ng ml^−1^), Ionomycin (1 µg ml^−1^, both from Sigma-Aldrich) and brefeldin A (5 µg ml^−1^; Biolegend) for 4 h and fixed with 2% *para*-formaldehyde. Staining of transcription factors was performed without restimulation using the FOXP3/Fixation-Kit (eBioscience, 00–5521–00). Following antibodies were used for murine cell-analysis: anti-CD8a (eBiosciences, 53–6.7), anti-CD44 (eBiosciences, IM7), anti-CD62L (eBiosciences, MEL-14), anti-IFN-y (Biolegend, XMG1.2), anti-IL-17A (eBiosciences, eBio17B7), anti-RORyt (eBiosciences, B2D) or anti-T-BET (eBiosciences, eBio4B10). The cells were measured on FACSCalibur or FACSAria™ III (both BD) and analyzed with FlowJo Software (FlowJo LLC). For phospho-flow the cells were harvested after 48 h of culture, rested for 4 h and treated with 100U/ml rhIL-2 for 2 h, fixed and permeabilised using Lyse/Fix-Buffer (557870, BD) and Perm-BufferIII (558050, BD) then stained with anti-P-STAT5Y694 (eBiosciences, SRBCZX), anti-P-AKTS473 (Cell Signaling, D9E), anti-P-AKTY308 (Cell Signaling, D25E6), anti-P-FOXO1/3a (Cell Signaling, #9464) or anti-P-S6S235/236 (Cell Signaling, D57.2.2E).

### GSH Assay and ROS quantification

Tc17 or Th17 cells were differentiated for 2 h ± DMF or DMF + GSH. Then, cells were washed and GSH/GSSG Glo™ Assay (Promega, V6611) was used or ROS levels were determined by incubation with 1 µM chloromethyl derivative of 2’,7’-dichlorodihydrofluorescein diacetate (CM-H_2_DCFDA, Thermo Fisher Scientific, C6827) according to the manufacturer’s instructions.

### Extracellular Flux Assay

For extracellular flux assay, CD8^+^ cells were purified and differentiated to Tc17 cells for 3 days in the presence of DMSO or 20 µM DMF. On the day of assay 3–4 × 10^5^ in vitro differentiated Tc17 cells were plated per well (*n* = 6) in a 96-well Seahorse plate in Assay media (Glucose-free DMEM supplemented with 2 mM glutamine, 1 mM NaCl, 0.5% phenol red, pH 7.35) in oxygen-free conditions. After 2 h of pre-incubation extracellular acidification rate (ECAR) was measured at baseline and in response to 10 mM glucose, 2.5 µM oligomycin and 100 mM 2-deoxy-D-glucose (2-DG) according to the manufacturer’s protocols using the XF-96 Extracellular Flux Analyzer (Agilent).

### RNA-Seq and bioinformatics of murine Tc17 cells

Tc17 cells obtained from naive CD62L^+^CD44^−^CD8^+^ cells were cultured ± DMF or DMF + GSH for 48 h, then RNA was purified from Extrazol according to the manufacturer’s specifications. RNA was purified with the RNeasy Plus Mini Kit according to the manufacturer’s protocol (Qiagen). RNA was quantified with a Qubit 2.0 fluorometer (Invitrogen) and the quality was assessed on a Bioanalyzer 2100 (Agilent) using a RNA 6000 Nano chip (Agilent). Samples with an RNA integrity number (RIN) of >8 were used for library preparation. Barcoded mRNA-seq cDNA libraries were prepared from 400 ng of total RNA using NEBNext® Poly(A) mRNA Magnetic Isolation Module and NEBNext® Ultra™ RNA Library Prep Kit for Illumina® according to the manual. Quantity was assessed using Invitrogen’s Qubit HS assay kit and library size was determined using Agilent’s 2100 Bioanalyzer HS DNA assay. Barcoded RNA-Seq libraries were onboard clustered using HiSeq® Rapid SR Cluster Kit v2 using 8 pM and 50 bps were sequenced on the Illumina HiSeq2500 using HiSeq® Rapid SBS Kit v2 (50 Cycle). The raw output data of the HiSeq was preprocessed according to the Illumina standard protocol. Quality control on the sequencing data was performed with the FastQC tool (available at http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), as well as the comprehensive Qorts suite. Inspecting the produced reports, all samples were deemed of good quality for further processing. Short reads alignment was performed with the ENSEMBL Mus_musculus.GRCm38 chosen as the reference genome. The corresponding annotation (ENSEMBL v76) was also retrieved from the ENSEMBL FTP website (http://www.ensembl.org/info/data/ftp/index.html). The STAR^66^ aligner (version 2.4.0b) was used to perform mapping to the reference genome. Alignments were processed with the featureCounts^67^ function of the Rsubread package, using the annotation file, also used for supporting the alignment. Exploratory data analysis was performed with the pcaExplorer package. Differential expression analysis was performed with DESeq2 package (version 1.18.1), setting the false discovery rate (FDR) to 0.01. The GLM framework of the DESeq2 R^68^ package was applied, accounting for the sample preparation batch as a confounding factor in the model to increase the detection power. Gene expression profiles were plotted as heatmaps (color-coded z-scores for the regularized logarithm (rlog) transformed batch-corrected expression values.) with the R programming language and the pheatmap package (version 1.0.8). GSEA was performed as described^41^. Principal component analysis was performed using the pcaExplorer package (V2.5.1)^69^.

### Patient cohort for transcriptome analysis

To avoid individual-related differences we analyzed a matched cohort of 8 persons with MS diagnosed according to the McDonald criteria^63^, which were stratified in two groups (Supplementary Fig. 2b): The first group termed “DMF untreated” consisted of 4 patients who were not treated with DMF before. In this group, three patients were treatment naive, meaning no treatment with any drug before, except of a short-term high dosage steroid treatment (1000 mg methylprednisolone for 5 consecutive days). Blood was drawn 8 weeks after discontinuing from steroid treatment. One patient was treated with Fingolimod (0.5 mg p.o daily) for four months and discontinued due to patient´s wish. Blood was drawn 6 months after Fingolimod discontinuation, at this time point the lymphocyte counts were in the normal range ( > 1200 µl^−1^ PB). After blood collection, DMF therapy was initiated. The second group, termed “DMF treated” consisted of 4 patients who fulfilled NEDA-3 criteria after 12–13 months of DMF treatment (240 mg p.o twice a day). Before initiation of DMF therapy two patients were treatment naive, except of a short-term high dosage steroid treatment. DMF therapy was initiated 8 weeks after steroid discontinuation. Two patients were treated with IFN-β-1a (44 µg s.c., 3 times a week) for 2–2.5 years before initiation of DMF therapy. One patient was discontinued from IFN-β 1a due to depression, whereas the second because of incompliance due to flu-like side effects. DMF therapy was initiated 4 to 6 months later. The lymphocyte counts were in the normal range ( >1200 µl^−1^ PB) at the time-point of DMF therapy initiation (patient characteristics are included in Supplementary Table 4). The PCA based on RNA-Seq data, revealed that the two group of patients (i) “DMF untreated” versus (ii) “DMF treated” clearly separate on the PC1 (Supplementary Fig. 2c). Since PC1 follows the treatment axis, the main driver of differences between these two groups was DMF treatment. This cohort was collected at the Department of Neurology at the University of Mainz. The study was conducted according the rules of the Declaration of Helsinki. The Ethics Committee of the University of Mainz provided approval for this study and blood samples blood was drawn after written informed consent was obtained.

### RNA-Seq of human CD8^+^ T cells from MS patients

Fresh PBMCs from MS patients “DMF untreated” (*n* = 4) and “DMF treated” (*n* = 4) fulfilling NEDA-3 criteria after 12–13 months of DMF (Tecfidera) treatment (240 mg p.o twice a day) (Supplementary Table 4 and Supplementary Fig. 2b) were labeled with anti-CD8a-BV510 (SK1), anti-CD4-Pacifc Blue (RPA-T4), anti-CD14-FITC (HCD14), anti-CD45RA-BV650 (HI100), Zombie NIR; all from Biolegend. Memory CD8^+^ T cells (CD8^+^CD45RA^−^) were sorted on FACSAria™III (BD Biosciences). Gating strategy is provided in Supplementary Fig. 9b. RNA was isolated using RNeasy plus micro kit (Qiagen), quantification, library preparation by using 20 ng of total RNA, sequencing (QC via FastQC and Qorts) was performed as described for mouse Tc17 cells. Sequencing reads were aligned with STAR (2.4.0j) to the ENSEMBL Homo_sapiens.GRCh38 reference genome, with annotation ENSEMBL v79. Similarly, the count matrix was obtained with featureCounts (Rsubread package). Differential expression analysis was performed with DESeq2 package (version 1.20), modeling the patient condition as only experimental factor (FDR = 0.01).

### Human IL-17^+^CD8^+^ and IL-17^−^CD8^+^ T cell gene signatures

The RNA-Seq data (raw counts) from human IL-17^+^CD8^+^ and IL-17^−^CD8^+^ spleen cells from healthy donors was downloaded from the NCBI Gene Expression Omnibus under the accession number GSE96741. The contrast IL-17^+^CD8^+^ versus IL-17^−^CD8^+^ was calculated using the DESeq2 package^68^, loaded from Bioconductor(version 3.9), with R (free software, version 1.1.423, Rstudio Inc v3.6). The differentially expressed genes (*p* adj < 0.05), grouped into up- and down-regulation, were extracted as IL-17^+^CD8^+^ or IL-17^−^CD8^+^ gene signatures.

### Retroviral transduction

Freshly isolated naïve CD8^+^ T cells were plated in a 48-well plate (3 × 10^5^ cells per well), 500 µl of retroviral supernatant with constitutive-active STAT5A1*6 (pMIG-STAT5)^70^, or a control retrovirus (pMIG-empty) containing 7 µg ml^−1^ polybrene and 50 U ml^−1^ rhIL-2 was added and the cells were spun at 2700 rpm for 90 min at 37 °C. After spin infection, the cells were cultured under Tc17 conditions ± DMF for 2 h, then the cells were transfected for a second time as before, then cultured under Tc17 conditions ± DMF for 72 h, rested in RPMI + rhIL-2 and anti-mIFN-y for further 72 h. Thereafter, the cells were re-cultured under Tc17 conditions for additional 72 h, then restimulated and analyzed by flow cytometry.

### Chromatin immunoprecipitation

Tc17 cells were cultured for 72 h ± DMF or DMF + GSH as indicated in Figure legends. 2–5 × 106 cells were crosslinked with 1% formaldehyde for 6 min at room temperature subsequently, ChIP was performed. Lysed cells were sonicated in a Bioruptor® Plus (Diagenode) with 30s ON, 30s OFF on high power output for 27–33 cycles at 4 °C. For immunoprecipitation, 2.5–4 µg of the following Abs were used: anti-H4ac (Millipore, 06–866), anti-H3K4me3 (Active Motif, 39159), anti-H3K27me3 (Active Motif, 39155), anti-H3K27ac (Abcam, ab4729) or control IgG (Cell Signaling, 2729). Primer sequences for *Il17a promoter*, *Il17 enhancer-5*, *Il10 promoter* and *Rpl32* are provided in Supplementary Table 5. Amplifications were performed at the ABI Prism7500 (Applied Biosystems) using the Fast SYBR™Green (Thermo Fisher, 4385610). Values for non-specific binding (determined by control IgG) were subtracted. After normalization, the specific pulldown (input %) was calculated.

### Nuclear extraction and immunoblot

Tc17 cells were differentiated for 72 h in the presence of DMSO ± 20 µM DMF ± 50 µM GSH. Cytosolic and nuclear lysates were produced using (10 mM HEPES pH7.9, 10 mM KCl and 1.5 mM MgCl_2_) and (2%SDS and 66 mM Tris–HCl pH7.0), respectively. The following Abs were used: anti-H4Ac (Millipore, 06–866), anti-H3K4me3 (Active Motif, 39159), anti-H3K27me3 (Active Motif, 39155) and anti-H3K27Ac (Abcam, ab4729).

### EAE

For induction of active EAE, C57BL/6 mice were immunized s.c. at the tail basis with 50 μg MOG_35–55_ peptide (GenScript) emulsified in Complete Freund’s adjuvant (CFA, BD) along with 100 ng pertussis toxin (PTX, List-Biological-Laboratories) administration i.p. on day 0 and 2. For therapeutic treatment, DMF was given daily (10 mg ml^−1^) by oral gavage^26^ in an emulsion 0.6% Methocel (methylcellulose, Sigma-Aldrich, M0262). Control animals were treated with 0.6% Methocel vehicle alone. Treatment started at day 8, after all animals exhibited initial symptoms of EAE. For preventive treatment, DMF was applied by supplying the drinking water with 0.5 mg ml^−1^ DMF 10 days before immunization. For adoptive transfer experiments 2.5 × 10^6^ Tc17 ± DMF cells/mouse were injected i.p. ± 2D2 cells (10^3^ cells per mouse) into *Irf4*^−*/*−^ recipient mice one day before immunization. Daily clinical scoring of EAE symptoms was conducted as follows: 0, no symptoms, normal behavior; 1, tail paralyzed; 2, impaired righting reflex and gait; 3, partial hind limb paralysis; 4, hind legs completely paralyzed; 5, tetraparesis 6, dead. For the preparation of CNS lymphocytes, brains and spinal cords were excised and were dissociated for 40 min at 37 °C by digestion with collagenase D (0.5 mg/ml) and DNase I (10 μg/ml; both from Roche) in RPMI medium. Dispersed cells were passed through a 70-μm strainer and were pelleted by centrifugation, then were resuspended, layered onto a Percoll density gradient (GE Healthcare) and centrifuged for 30 min at 625 *g* and 22 °C. CNS lymphocytes were isolated by collection of the interphase fraction between 40% and 70% Percoll. After intensive washing in complete RPMI, cells were restimulated in vitro and were analyzed by flow cytometry. The cells were analyzed at the peak of disease (day 14–17 after immunization) for CD8a, CD4, CD45.1 (Biolegend, A20), IL-17A and IFN-y by flow cytometry.

### Statistical analysis

Statistical analysis was performed using the GraphPad version 8.0 software. Data are presented as mean ± s.d. For all data sets, normality of distribution and homogeneity of variances was evaluated by Shapiro–Wilk test and Brown–Forsythe, respectively to test for violations of the assumptions inherent to parametric significance testing. None of the data sets showed significant departure from normality in the Shapiro–Wilk test. Statistical significance to compare two groups was evaluated using two-tailed/unpaired *t*-tests. In case of significant differences in variances between groups, Welch's correction was applied. The confidence interval was 95%. For multiple groups and/or multiple condition comparisons one-way or two-way analysis of variance (ANOVA) was performed followed by a Tukey’s HSD, Dunnett’s or Bonferroni post hoc test, respectively. In case of significant differences in variances between groups, Welch´s ANOVA with Games–Howell multiple comparison test was applied. A critical value for significance of *P* < 0.05 was used throughout the study, and statistical thresholds of 0.01, 0.001, as well as 0.0001 are indicated in the figures by asterisks (see legends for details). The exact *P* values, for ANOVA F values; for Welch’s ANOVA, W values; *t*-test: *t*-values and degrees of freedom are provided in Supplementary Table 6 for main Figures and in Supplementary Table 7 for Supplementary Figures.

### Study approval

All patients and controls gave their written informed consent after the Universities of Marburg and of Mainz IRB approval. Mouse experiments were approved by the local committee (Regierungspräsidium Gießen).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

## Data Availability

The data sets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request. Sequencing data have been deposited in the Gene Expression Omnibus (GEO). The sequencing data is available under following accession numbers: the murine Affymetrix microarray data for CTL and Tc17 profiles: GSE110346, the murine RNA-seq data of Tc17 cells treated with DMSO, DMF or DMF + GSH: GSE116866, and the human data of MS patients before and after 12 months of DMF treatment: GSE116865.

# Supplementary material for: IL-17+ CD8+ T cell suppression by dimethyl fumarate associates with clinical response in multiple sclerosis
**Source:** Nat Commun. 2019 Dec 16;10:5722. doi: 10.1038/s41467-019-13731-z
**Supplement:** Supplementary file 1 — Supplementary Information

# **IL-17<sup>+</sup> CD8<sup>+</sup> T cell suppression by dimethyl fumarate associates with clinical response in multiple sclerosis**

Christina Lückel<sup>1,2\*</sup>, Felix Picard<sup>1\*</sup>, Hartmann Raifer<sup>1,3\*</sup>, Lucia Campos Carrascosa<sup>1,4</sup>, Anna Guralnik<sup>1</sup>, Yajuan Zhang<sup>1</sup>, Matthias Klein<sup>2</sup>, Stefan Bittner<sup>5</sup>, Falk Steffen<sup>5</sup>, Sonja Moos<sup>6</sup>, Federico Marini<sup>7,8</sup>, Renee Gloury<sup>9,10</sup>, Florian C. Kurschus<sup>6,11</sup>, Ying-Yin Chao<sup>12</sup>, Wilhelm Bertrams<sup>13</sup>, Veronika Sexl<sup>14</sup>, Bernd Schmeck<sup>13,15</sup>, Lynn Bonetti<sup>16</sup>, Melanie Grusdat<sup>16</sup>, Michael Lohoff<sup>1</sup>, Christina E. Zielinski<sup>12</sup>, Frauke Zipp<sup>5</sup>, Axel Kallies<sup>9,10</sup>, Dirk Brenner<sup>16,17</sup>, Michael Berger<sup>18</sup>, Tobias Bopp<sup>2,19</sup>, Björn Tackenberg<sup>20</sup> and Magdalena Huber<sup>1</sup>

## **Supplementary Information**

- 1. Supplementary Figures 1-9.**
- 2. Supplementary Tables 1-7.**

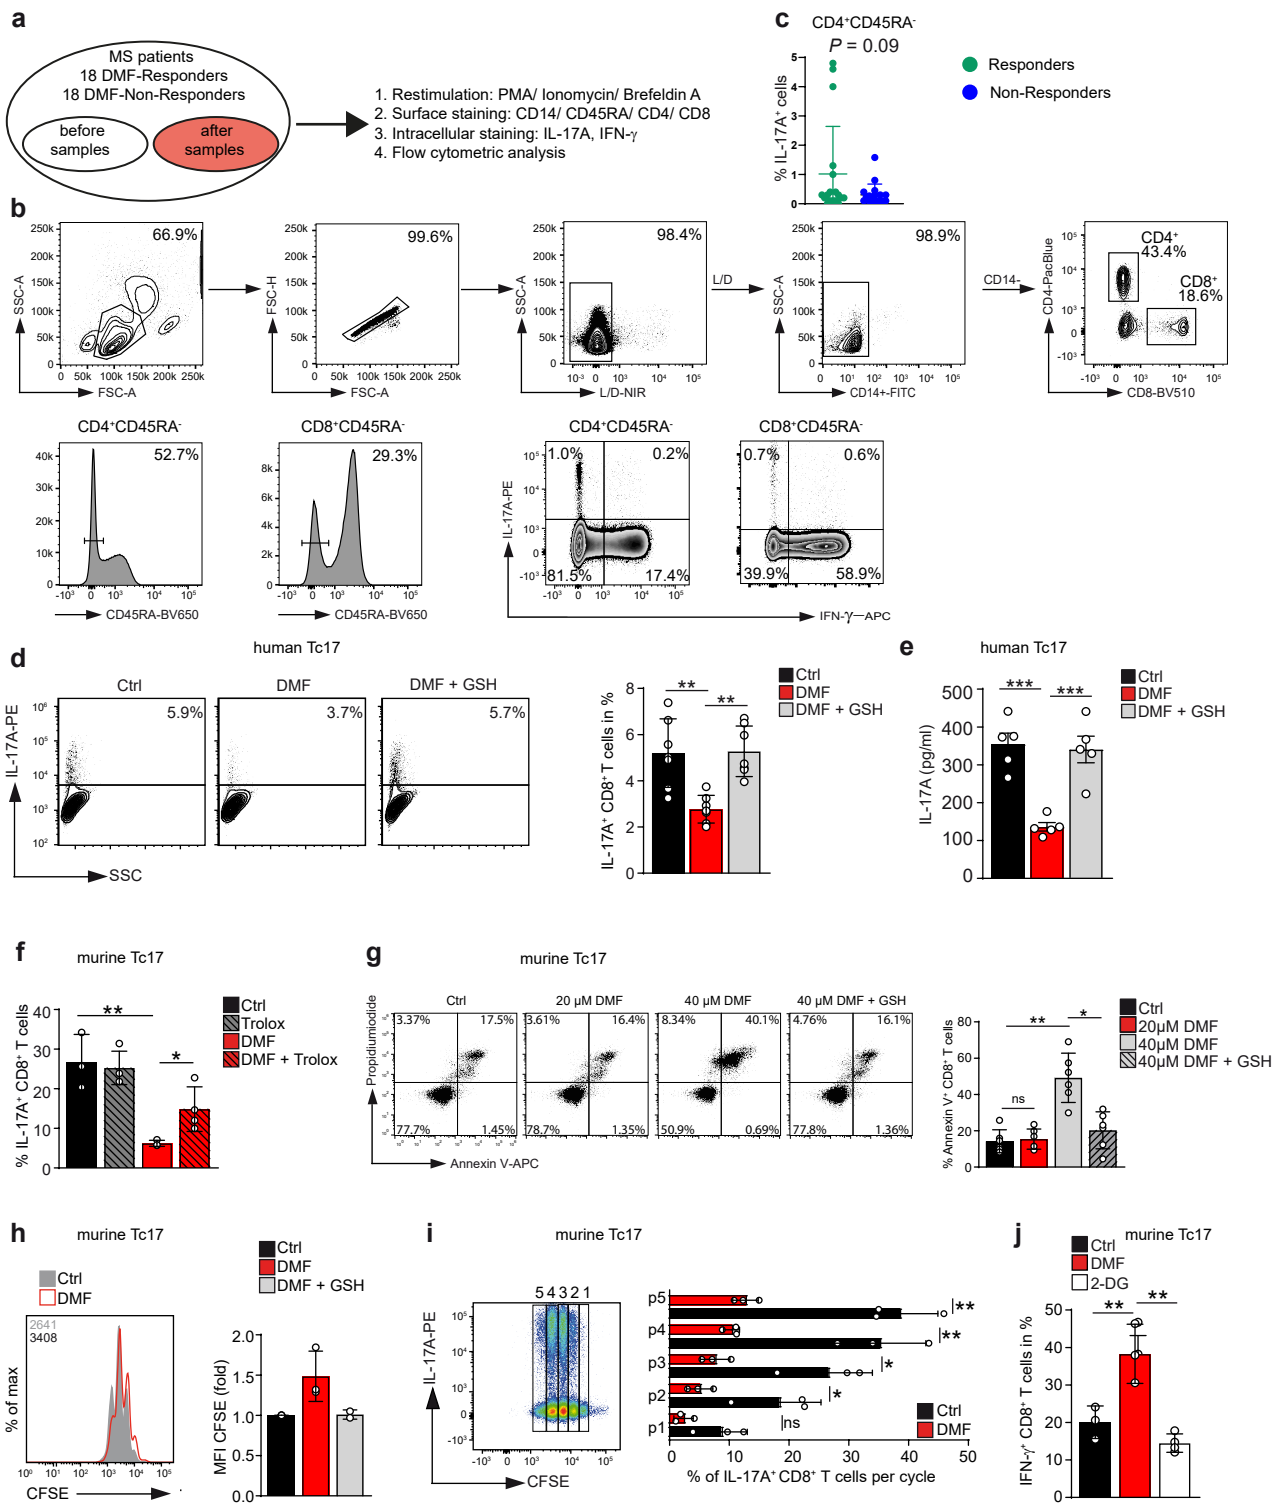

**Supplementary Fig. 1.** Characterization of DMF effects on Tc17 cells. **a**, Experimental setup for the processing of frozen PBMC samples "before" and "after" from the same donors fulfilling (Responders, n=18) or not (Non-Responders, n=18) NEDA-3 criteria after DMF therapy (Supplementary Table 1-3). Samples before and after (about one year) treatment initiation were thawed and restimulated. Subsequently, the samples were stained at the surface, then intracellularly and proceeded for the acquisition by flow cytometry and analysis (steps 1-4). **b**, General flow cytometry gating strategy for analysis of the frequencies of IL-17<sup>+</sup> cells among CD45RA<sup>+</sup>CD8<sup>+</sup> as well as CD45RA<sup>+</sup>CD4<sup>+</sup> T cells. Acquired cells were first gated for exclusion of debris (FSC-H vs SSC-H), then for singlets (FSC-A vs FSC-H), viable cells were identified using Zombie-NIR and gating Zombie-NIR<sup>+</sup> cells, then monocytes were excluded by gating on CD14<sup>+</sup> cells. Memory CD4<sup>+</sup> and CD8<sup>+</sup> T cell subsets were identified by gating of CD45RA<sup>+</sup>CD4<sup>+</sup> or CD45RA<sup>+</sup>CD8<sup>+</sup> cells, in which IL-17 and IFN- $\gamma$  positivity was analyzed. **c**, Frequency of CD4<sup>+</sup>CD45RA<sup>+</sup>IL-17A<sup>+</sup> cells before DMF therapy in Responders (R, n=18) versus Non-Responders (N-R, n=18), p value evaluated by two-tailed, unpaired t-test **d, e**, CD45RA<sup>+</sup>CD8<sup>+</sup> T cells were sorted from healthy human peripheral blood (PB) and differentiated under type 17 conditions for 96h with indicated treatment (DMSO (Ctrl), DMF 10 $\mu$ M, DMF+GSH 50 $\mu$ M). **d**, Flow cytometry of IL-17A<sup>+</sup>CD8<sup>+</sup> T cells. **e**, ELISA determination of IL-17A in the supernatant from cultures described in (d). **f**, Flow cytometry of IL-17A in murine Tc17 cells differentiated for 72h, with indicated treatment (Trolox 400 $\mu$ M). **g**, Flow cytometry of apoptosis in murine Tc17 cells differentiated for 72h with indicated treatment after staining with Annexin V and propidium iodide. **h**, Flow cytometry of proliferation of murine Tc17 cells labeled with carboxyfluorescein succinimidyl ester (CFSE) and differentiated for 72h with indicated treatment. Bars show fold MFI change of CFSE normalized to control, which was arbitrarily set to 1. **i**, Flow cytometry of proliferation and IL-17A in Tc17 cells differentiated for 72h with indicated treatment after restimulation. Bars show percentages of IL-17A<sup>+</sup>CD8<sup>+</sup> T cells in each proliferation cycle. **j**, Flow cytometry of IFN- $\gamma$  in Tc17 cells differentiated for 72h with indicated treatment (250 $\mu$ M 2-DG). Graphs show mean  $\pm$ s.d. from three individual experiments and donors (d, n=7; e, n=5), or six (g) or three to four (f and h-j) combined experiments; (c, d-j) individual values are plotted. In (d-h and j), \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.001 evaluated by one-way ANOVA followed by Tukey's HSD multiple comparison test, in (i), \*p<0.05, \*\*p<0.01 by two-tailed, unpaired t-test.

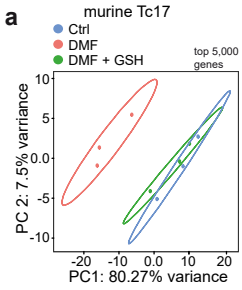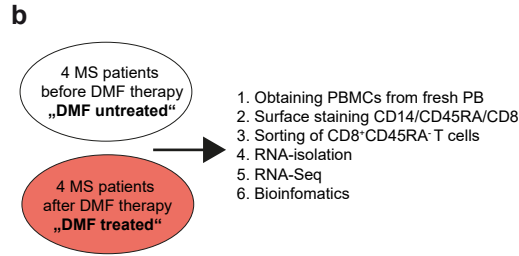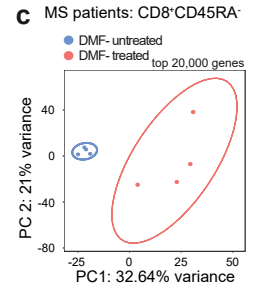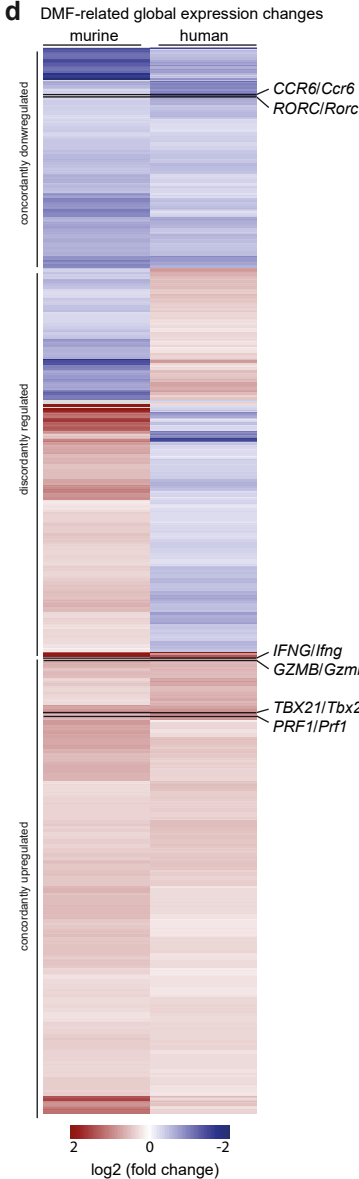

**e** MS patients: CD8<sup>+</sup>CD45RA<sup>+</sup>  
reactive oxygen species pathway

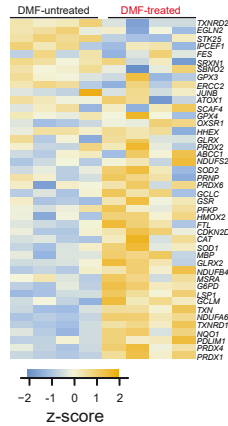

**f** MS patients: CD8<sup>+</sup>CD45RA<sup>+</sup>  
human IL-17<sup>+</sup>CD8<sup>+</sup>T cell associated genes

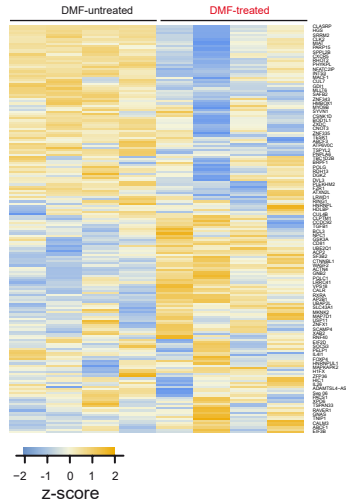

**g** MS patients: CD8<sup>+</sup>CD45RA<sup>+</sup>  
human IL-17<sup>+</sup>CD8<sup>+</sup>T cell associated genes

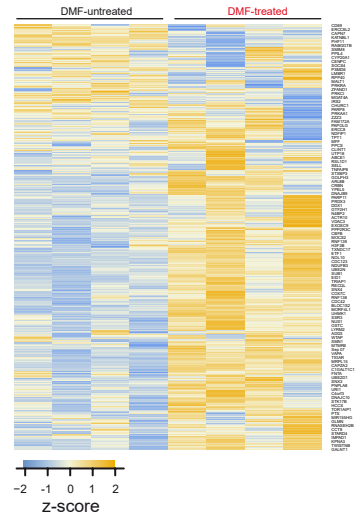

**Supplementary Fig. 2.** DMF causes a comparable shift in genetic signatures in murine and human Tc17 cells. **a** Principal component analysis (PCA) of the top 5,000 differentially expressed genes from murine Tc17 cells with the indicated treatment (dataset from Fig. 2a). **b**, Experimental setup for the processing of fresh PB samples from patients before DMF therapy ("DMF-untreated" n=4) and matched patients fulfilling NEDA-3 criteria after 12-13 months of DMF therapy ("DMF-treated" n=4). From fresh PB, PBMCs were obtained, which were stained at the surface and subsequently sorted for memory CD8<sup>+</sup> T cells. RNA was isolated, sequenced and bioinformatically analysed (steps 1-6). **c**, PCA of top 20,000 DE genes in CD8<sup>+</sup>CD45RA<sup>-</sup> T cells from matched MS patients before ("DMF-untreated" n=4) and after 12 months of DMF treatment fulfilling NEDA-3 criteria ("DMF-treated" n=4) based on RNAseq (dataset from Fig. 2f). **d**, Heatmap of rlog transformed expression values of changes in response to DMF in murine Tc17 cells (dataset from Fig. 2a) and human CD8<sup>+</sup>CD45RA<sup>-</sup> T cells obtained from MS patients (dataset from Fig. 2f) (p adj<0.1). Highlighted are genes associated with Tc17 and CTL fate. **e**, Heatmap of color coded z-scores for the rlog transformed expression values based on the GSEA comparing the relative expression of genes in CD8<sup>+</sup>CD45RA<sup>-</sup> T cells from "DMF-untreated" and matched "DMF-treated" MS patients examining the distribution of genes involved in ROS-signaling (MSigDBv6.1, hallmark dataset). **f**, **g**, Heatmap of color coded z-scores for the rlog transformed expression values based on the GSEA comparing the relative expression of genes in CD8<sup>+</sup>CD45RA<sup>-</sup> T cells from "DMF-untreated" versus matched "DMF-treated" MS patients examining the distribution of IL17<sup>+</sup>CD8<sup>+</sup> (f) or IL17<sup>+</sup>CD8<sup>+</sup> (g) signature genes according to Mielke et al<sup>42</sup>

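Principal components of the murine RNA-Seq were computed on log2(normalized count + 1) of the 5000 genes with the largest variance over the 9 libraries, after the preparation batch was removed with limma and the group differences were kept. PC1 held 62.6% of the variance and PC2 10.7%. On PC1 the DMF libraries scored 36.0, 13.2 and 38.3 (replicates 1, 2 and 3), the Ctrl libraries −19.0, −29.7 and −1.73 and the DMF + GSH libraries −17.0, −22.5 and 2.36. All 3 DMF libraries scored higher than the other libraries, and each DMF + GSH library lay nearer to the Ctrl than to the DMF library with the same replicate number. With the batch not removed PC1 held 50.2% and PC2 20.6%, and with the 500 most variable genes PC1 held 68.6%. The SD of the share of PC1 over the sets without 1 library was 4.36 percentage points.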

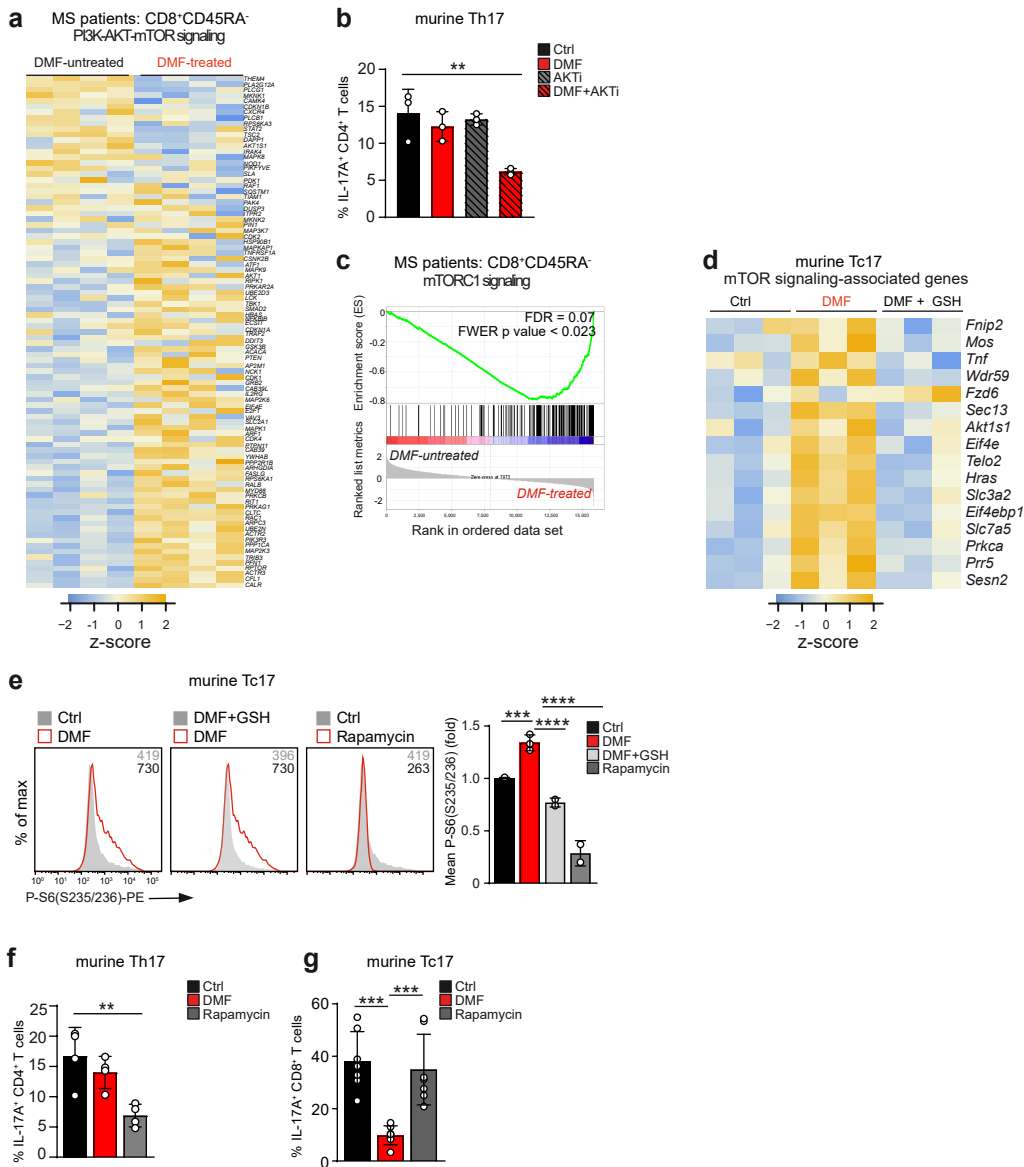

**Supplementary Fig. 3.** Differential impact of AKT- and mTOR-signaling on IL-17 production by Tc17 and Th17 cells. **a**, Heatmap of color-coded z-scores for the rlog transformed expression values based on the GSEA comparing the relative expression of genes in CD8<sup>+</sup>CD45RA<sup>+</sup> T cells from matched group of MS patients, "DMF-untreated" and "DMF-treated", examining the distribution of genes involved in PI3K-AKT-mTOR-signaling (MSigDBv6.1, hallmark dataset), dataset from Fig. 2f. **b**, Flow cytometry of IL-17A in pathogenic Th17 cells differentiated for 72h with indicated treatment (AKTi 1  $\mu$ M). **c**, GSEA comparing the relative expression of genes in CD8<sup>+</sup>CD45RA<sup>+</sup> T cells from matched group of MS patients, "DMF-untreated" and "DMF-treated", examining the distribution of genes involved in mTORC1 signaling (MSigDBv6.1, hallmark dataset, dataset from Fig. 2f). **d**, Heatmap showing the 16 most differentially upregulated mTOR-signaling-associated genes (KEGG database) in murine Tc17 (dataset from Fig. 2a). **e**, Flow cytometry of P-S6(S235/236) in murine Tc17 cells differentiated for 48h  $\pm$ DMF, DMF+GSH,  $\pm$ 50 nM Rapamycin. Bars to the right show fold MFI normalized to the control, which was arbitrarily set to 1. **f**, **g**, Flow cytometry of IL-17A in pathogenic Th17 (f) or Tc17 (g) cells differentiated for 72 h with indicated treatment. Bars show mean  $\pm$ s.d. from seven (g), four (f) or three (b, e) or combined experiments; individual values are plotted. In (b, e-g) \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001 evaluated by one-way ANOVA followed by Tukey's HSD multiple comparison test.

**Supplementary Fig. 4.** DMF suppresses IL-17 production in Tc17 cells via enhanced IL-2-STAT5 signaling. **a**, Heatmap of the log transformed, batch-corrected top 36 differentially expressed genes in IL-2-STAT5 signaling (GSEA hallmark dataset MSigDBv6.1) in murine Tc17  $\pm$ DMF or DMF+GSH dataset from (Fig. 2a). **b**, Flow cytometry of IL-17A<sup>+</sup>GFP<sup>+</sup>CD8<sup>+</sup> T cells. Murine Tc17 cells were retrovirally transfected with either constitutive active P-STAT5 (pMIG STAT5) or GFP alone vectors (pMIG empty). Contour-plot shows four subsets, based on the GFP expression intensity (GFP-negative, neg, GFP-low, lo, GFP-intermediate, int, and GFP-high, hi), which were analyzed for IL-17A (graph shown to the right, n=3). **c**, Flow cytometry of P-STAT5(Y694) in murine Tc17 cells after retroviral transduction with either pMIG STAT5 or pMIG empty. Dot plots show three subsets (GFP-negative, neg, GFP-intermediate, int, and GFP-high, hi). Data shows mean  $\pm$ s.d. from four (b) combined experiments or one representative from three performed experiments (c). In (b) \*\*p<0.01, \*\*\*p<0.001 evaluated two-tailed, unpaired t-test.

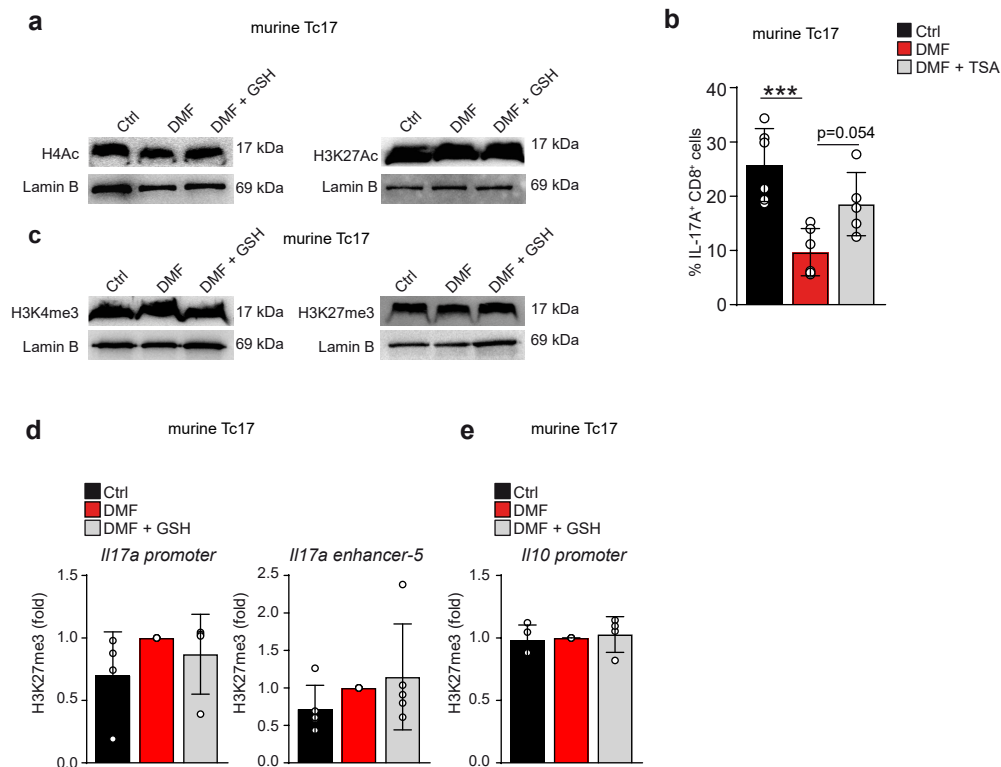

**Supplementary Fig. 5.** DMF does not alter global histone modifications in Tc17 cells. **a, c**, Immunoblot analysis of indicated histone modifications in murine Tc17 cells differentiated for 72h  $\pm$ DMF or DMF+GSH. Data are representative of three independent experiments. **b**, Flow cytometry of IL-17A in murine Tc17 cells differentiated for 72h with indicated treatment (1nM TSA). **d**, ChIP assay for H3K27me3 at the *Il17* promoter and *Il17* enhancer-5 in murine Tc17 cells differentiated for 72h  $\pm$ DMF or DMF+GSH. **e**, ChIP assay for H3K27me3 at the *Il10* promoter in murine Tc17 cells differentiated for 72h  $\pm$ DMF or DMF+GSH. Bars show mean  $\pm$ s.d. of fold change normalized to DMF treatment, which was arbitrarily set to 1. Data from four to six (b, d and e) combined experiments; individual values are plotted. In (b, d and e) significance evaluated by one-way ANOVA followed by Tukey's HSD multiple comparison test.

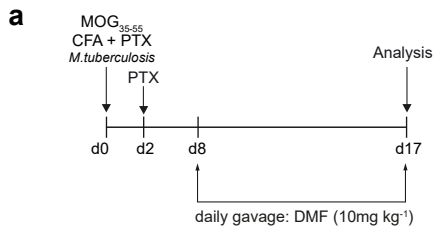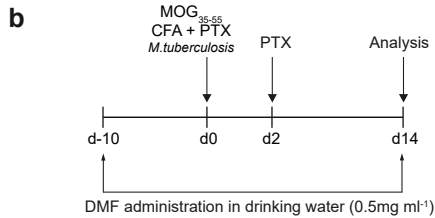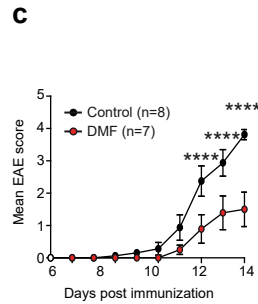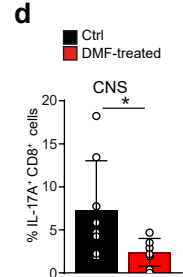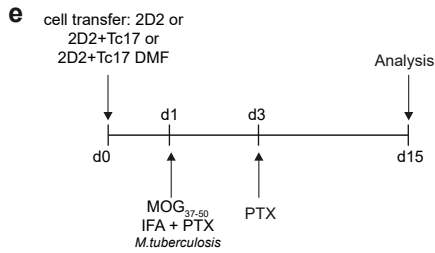

**Supplementary Fig. 6.** DMF limits pathogenicity of Tc17 cells in EAE. **a,b** Outline of experimental strategy. WT mice were immunized with MOG<sub>35-55</sub>, CFA and *M. tuberculosis* for induction of EAE. Pertussis toxin (PTX) was injected i.p. along with immunization and on day 2 post immunization (p.i.). **a**, Therapeutic application of DMF since onset of clinical symptoms (d8) by daily oral gavage, either with 10mg kg<sup>-1</sup> DMF in 0.6% Methocel or by vehicle (0.6% Methocel) alone. Analysis was performed on day 17 p.i. **b**, Preventive application of DMF in drinking water starting 10 days before EAE induction and during the course of disease. Analysis was performed on day 14 p.i. **c**, Mean clinical scores ( $\pm$ s.d.) of MOG<sub>35-55</sub> immunized wild-type (WT) mice (n=8) with preventive DMF treatment. **d**, Percentages of IL-17A<sup>+</sup>CD8<sup>+</sup> T cells (mean  $\pm$ s.d.; n=8) in the CNS of WT mice  $\pm$ DMF treatment. Individual values are plotted. **e**, Outline of experimental strategy for adoptive transfer EAE. *Irfl4*<sup>-/-</sup> mice received 10<sup>3</sup> CD4<sup>+</sup> 2D2 cells alone or together with 2.5  $\times$  10<sup>6</sup> Tc17 cells differentiated for 96 h  $\pm$ DMF. EAE was induced on the next day by injection of MOG<sub>37-50</sub>, IFA and *M. tuberculosis*. PTX was injected i.p. on day 0 and 2 p.i. Analysis was performed 15 days after cell transfer. In (c), \*\*\*\*p<0.0001 evaluated by two-way ANOVA with Bonferroni post-hoc test, in (d) \*p<0.05 by two-tailed, unpaired t-test with Welch's correction.

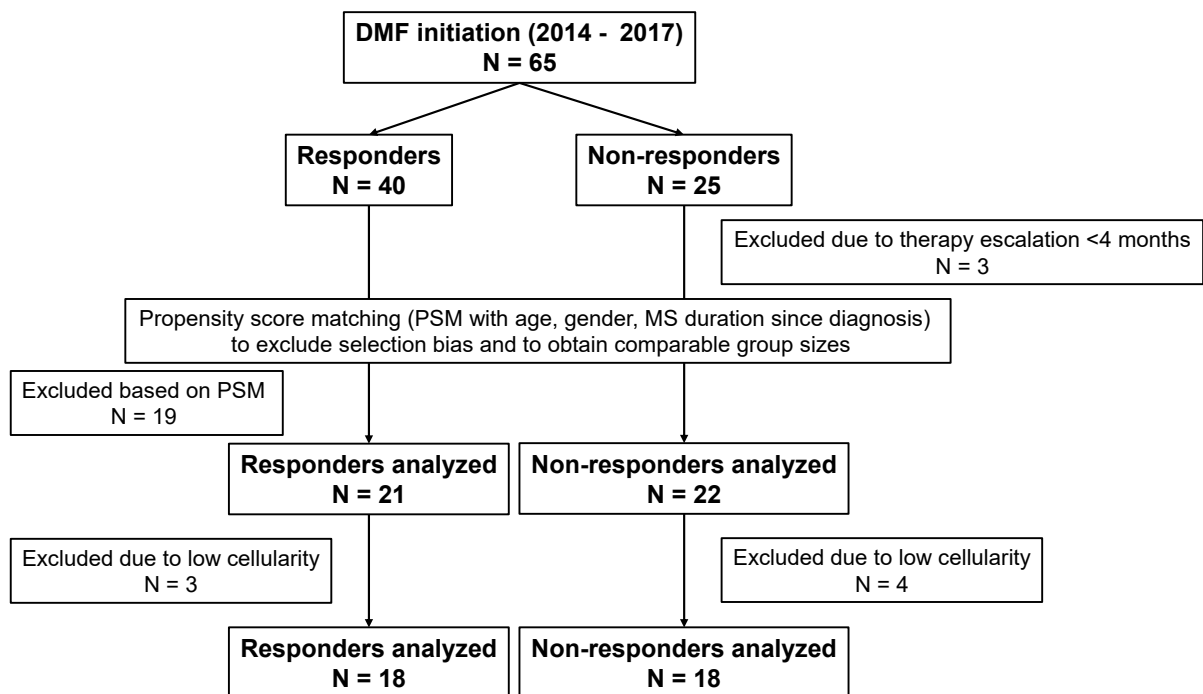

**Supplementary Fig. 7.** Scheme of study design for collection of DMF therapy responders and non-responders. In total, 65 MS patients were included in the study cohort, comprising 40 responders and 25 non-responders. 3 non-responders were excluded because of early therapy escalation. Propensity score matching was performed with the variables age, gender, MS duration since diagnosis, and EDSS before treatment to select 21 out of 40 patients yielding in comparable group sizes for responders and non-responders. Selected (n = 21) and excluded (n = 19) responders did not differ concerning above mentioned parameters. From the measured 21 DMF-responder samples, 3 samples were excluded while from 22 non-responder samples, 4 samples were excluded, all because of low cellularity.

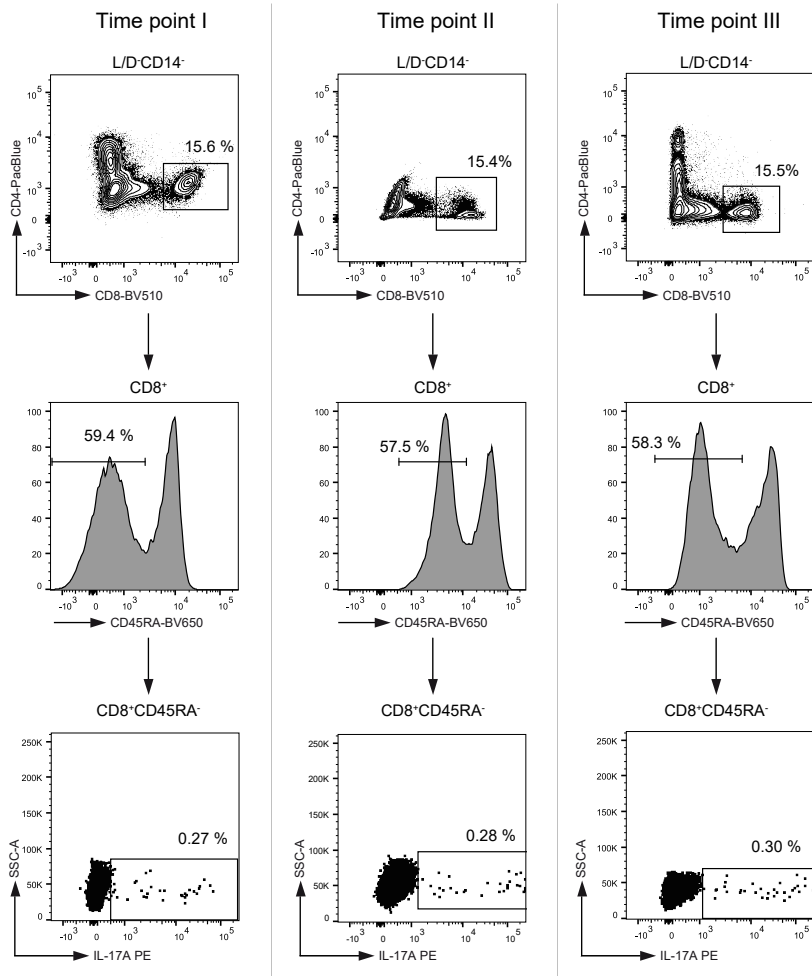

**Supplementary Fig. 8.** Flow cytometry batch effect validation. Blood from a healthy donor was drawn, processed for PBMC isolation and then frozen in several aliquots which served as control samples. The control samples were thawed, rested, restimulated, fixed, stained, acquired and analyzed on three different time points: at the start of responder sample analysis (time point I) and one year later at two different days (time points II and III, for non-responder analysis) using the same standard protocols by the same person. In the top panel, gating for CD8<sup>+</sup> T cells is depicted, in the middle, gating of memory CD45RA<sup>-</sup>CD8<sup>+</sup> T cells and at the bottom, IL-17<sup>+</sup> cells. Arrows indicate the sequential gating strategy. Numbers indicate percentages of gated cells.

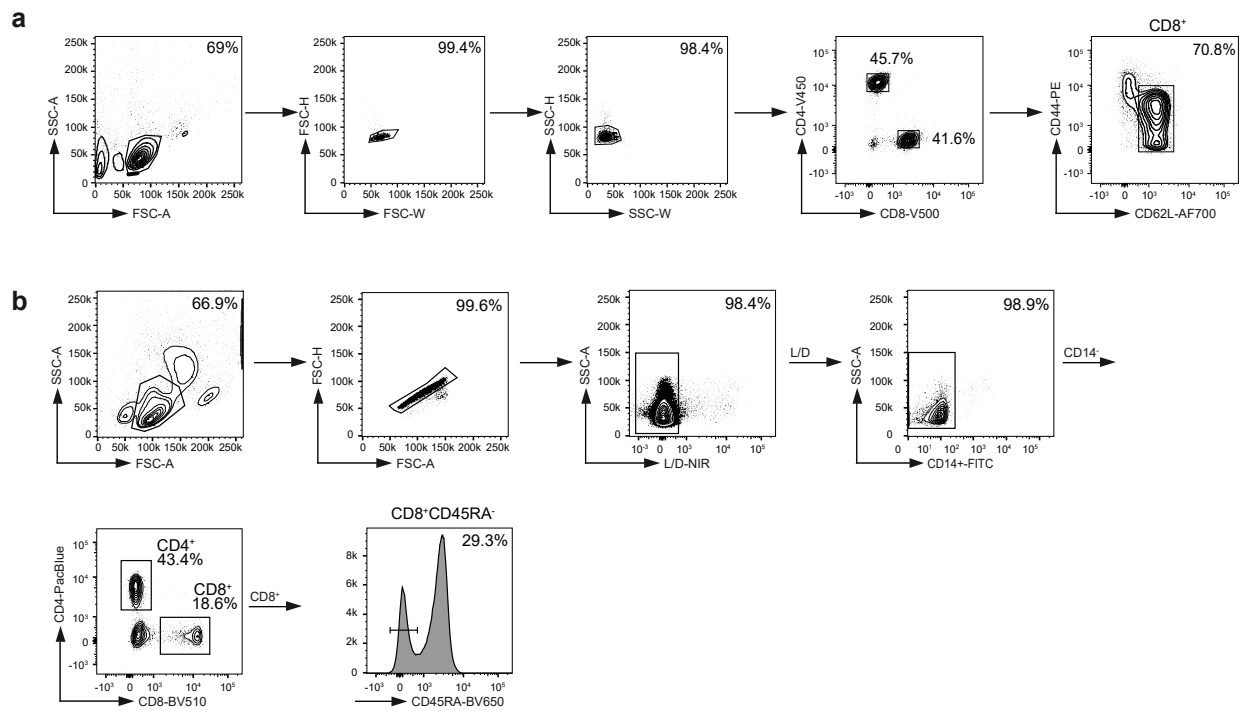

**Supplementary Fig. 9.** Exemplary gating strategies for sorting. **a**, General flow cytometry gating strategy for sorting murine naive CD4<sup>+</sup> or CD8<sup>+</sup> cell populations. T cells were enriched using Miltenyi negative selection kits. Acquired cells were first gated for exclusion of debris (FSC-A vs SSC-A), then for singlets (SSC-H vs SSC-W or FSC-H vs FSC-W), then either CD4<sup>+</sup> or CD8<sup>+</sup> cells were identified by gating on CD4 vs CD8 and the respective naive CD62<sup>+</sup>CD44<sup>-</sup> subpopulation was sorted from the CD44 vs CD62L subgate. **b**, General flow cytometry gating strategy for sorting human CD45RA<sup>+</sup>CD8<sup>+</sup> as well as CD45RA<sup>+</sup>CD4<sup>+</sup> T cells for further RNAseq analysis. Acquired cells were first gated for exclusion of debris (FSC-A vs SSC-A), then for singlets (FSC-A vs FSC-H), viable cells were identified using Zombie-NIR and gating Zombie-NIR<sup>-</sup> cells, then monocytes were excluded by gating on CD14<sup>-</sup> cells. CD8<sup>+</sup> cells were identified by gating on CD4 vs CD8. Memory CD8<sup>+</sup> T cell subsets for sorting were identified by gating on CD45RA<sup>+</sup>CD8<sup>+</sup> cells.

## Supplementary Tables 1-7.

**Supplementary Table 1.** Characteristics of MS patient cohort included for IL-17A analysis (Fig. 1a, b, Supplementary Fig. 1a-c). Upon DMF therapy we distinguished between Responders (NEDA-3 positive) and DMF Non-Responders (NEDA-3 negative) MS patients.

| Clinical data                                                                          | Responders (n=18) | Non-Responders (n=18)                                   |
|----------------------------------------------------------------------------------------|-------------------|---------------------------------------------------------|
| Age at MS <sup>1</sup> onset, years: mean; SD; range)                                  | 37.8; 11.5; 17-57 | 35; 10.3; 18-54                                         |
| F:M (n/n; ratio)                                                                       | 11/7; 1.6         | 14/4; 3.5                                               |
| Duration of MS since diagnosis before DMF therapy initiation (months: mean; SD; range) | 2; 0; 2           | 9.3; 8.1; 2-27                                          |
| Previous therapies                                                                     | None (18)         | None (10), IFN- $\beta$ 1a (6), Glatiramer acetate (2), |
| DMF treatment (months: mean; SD)                                                       | 12; 0             | 10.8; 6.0                                               |
| EDSS (mean; SD; range) before DMF therapy                                              | 0.8; 0.9; 0–2.5   | 1.7; 1.2; 0-4.0                                         |
| EDSS (mean; SD; range) after DMF therapy                                               | 0.8; 0.9; 0–2.5   | 2.1; 1.3; 0-4.5                                         |

<sup>1</sup>: according to McDonald criteria (Polman et al., 2011)

**Supplementary Table 2.** Clinical characteristics of DMF responder MS patients, n=18. Responsiveness was defined as NEDA-3 positive status (i, no relapses, ii, no sustained disability progression measured with the expanded disability status scale (EDSS) and iii, no new/enlarging T2-weighted lesions in magnetic resonance imaging (MRI)) under an appropriate treatment period with DMF (re-baselining 4 months after treatment start).

**Supplementary Table 3.** Clinical characteristics of DMF non-responder MS patients, n=18. Non-responsiveness was defined as NEDA-3 negative status (either: i, relapse activity or ii, EDSS worsening or iii, new/enlarging T2-weighted lesions in MRI) under an appropriate treatment period with DMF (re-baselining 4 months after treatment start).

**Supplementary Table 4.** Characteristics of MS patient cohort included for transcriptome analysis (Fig 2f-l, Supplementary Fig. 2b-g).

|                                                         | DMF untreated                                                   | DMF treated                     |                                 |
|---------------------------------------------------------|-----------------------------------------------------------------|---------------------------------|---------------------------------|
|                                                         |                                                                 | Before                          | After                           |
| Age at MS <sup>1</sup> onset, (years: mean; SD; range)  | 30.6; 11.1; 20-46                                               | 37.3; 10.1; 23-45               | 37.3; 10.1; 23-45               |
| F:M (n/n)                                               | 3/1                                                             | 1/3                             | 1/3                             |
| Duration of MS since diagnosis (years: mean; SD; range) | 5.0; 10.0; 0-20                                                 | 6.8; 7.3; 0-14                  | 7.8; 7.3; 1-15                  |
| EDSS (mean; SD; range)                                  | 1.4; 1.1; 0-2.5                                                 | 0.9; 1.1; 0-2.5                 | 0.9; 1.1; 0-2.5                 |
| Previous therapies                                      | None (3)<br>Glatiramer acetate, IFN- $\beta$ 1a, Fingolimod (1) | None (2)<br>IFN- $\beta$ 1a (2) | None (2)<br>IFN- $\beta$ 1a (2) |
| DMF treatment (months: mean; SD; range)                 | 0; 0; 0                                                         | 0; 0; 0                         | 12; 0.8; 11-13                  |

<sup>1</sup>: according to McDonald criteria (Polman et al., 2011)

**Supplementary Table 5. Primers for ChIP analyses**

| <b>Primer</b>           | <b>Sequences</b>                                                    |
|-------------------------|---------------------------------------------------------------------|
| <i>Il17a promoter</i>   | 5'-GAACTTCTGCCCTTCCCATCT-3'<br>5'-AGCACAGAACCACCCCTTT-3'            |
| <i>Il17a -5</i>         | 5'-CGATACTTTTCAGTGACATCCGTTT-3'<br>5'-TGCTGACTTCATCTGATACCCTTAGA-3' |
| <i>RpL32 promoter</i>   | 5'-TCATTTCTCAGGCACATCTT-3'<br>5'-ACTCACCGTAAACAGATGG-3'             |
| <i>Il10 P2 promoter</i> | 5'-GCAGAAGTTCATTCCGACCA-3'<br>5'-GGCTCCTCCTCCCTCTTCTA-3'            |

**Supplementary Table 6.** Statistical evaluation of data presented in Main Figures.

**Supplementary Table 7.** Statistical evaluation of data presented in Supplementary Figures.

|     |                                                           |   |                          |
|-----|-----------------------------------------------------------|---|--------------------------|
| S6d | Two-tailed,<br>Unpaired t test with<br>Welch's correction | 8 | t(8.090)=2.317<br>0.0488 |
|-----|-----------------------------------------------------------|---|--------------------------|

# Supplementary material for: IL-17+ CD8+ T cell suppression by dimethyl fumarate associates with clinical response in multiple sclerosis
**Source:** Nat Commun. 2019 Dec 16;10:5722. doi: 10.1038/s41467-019-13731-z
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |     |           |
|-----|-----------|
| n/a | Confirmed |
|-----|-----------|
- ☐ ☒ The exact sample size (*n*) for each experimental group/condition, given as a discrete number and unit of measurement
  - ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
  - ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
  - ☒ ☐ A description of all covariates tested
  - ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
  - ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
  - ☐ ☒ For null hypothesis testing, the test statistic (e.g. *F*, *t*, *r*) with confidence intervals, effect sizes, degrees of freedom and *P* value noted  
*Give P values as exact values whenever suitable.*
  - ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
  - ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
  - ☐ ☒ Estimates of effect sizes (e.g. Cohen's *d*, Pearson's *r*), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Data collection is described in detail in the methods section and using the following devices:  
Flow Cytometry cell sorter ARIA III (BD), Flow Cytometry analyser Attune (ThermoFischer),  
XF-96 Extracellular Flux Analyzer (Agilent), Illumina HiSeq2500,

#### Data analysis

Data analysis is described in detail in the methods section,, also the software used, including lowJo V10.6.1, Diva 8, GraphPad Prism8;

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The murine Affymetrix microarray data is available under GSE110346.

The murine RNA-seq data has been deposited to the GEO repository under accession number GSE116866.

The human data of MS patients treatment is available under GSE116865.

The other data that support the findings of this study are available from the corresponding author upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The study design is described detailed in the method section.                                                                             |
| Data exclusions | The exclusion parameters were indicated in the supplemental materials.                                                                    |
| Replication     | Number of repat are indicated on the figure legends. Experiments were analyzed using a minimum of three independent biological replicates |
| Randomization   | The study design is described detailed in the method section.                                                                             |
| Blinding        | Investigators were blinded to treatment groups.                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------|
| Antibodies used | detailed description of all antibodies is indicated in the method section                                   |
| Validation      | All antibodies were used in accordance with the manufacturers instructions and guidelines on their website. |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                      |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All mice were 8-12 weeks old, at C57BL/6 background and sex- and age-matched. Further details are reported in the methods section of the manuscript. |
| Wild animals            | N/A                                                                                                                                                  |
| Field-collected samples | N/A                                                                                                                                                  |
| Ethics oversight        | Mouse experiments were approved by the local committee (Regierungspräsidium Gießen).                                                                 |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                    |
|----------------------------|------------------------------------------------------------------------------------|
| Population characteristics | The patient cohort and study design are described in detail in the methods section |
|----------------------------|------------------------------------------------------------------------------------|

Recruitment

The samples were recruited at the university of Mainz and Marburg. Details are indicated in the methods section.

Ethics oversight

The study was conducted according the rules of the Declaration of Helsinki. The Ethics Committees of the Universities of Mainz and Marburg provided approval for this study and blood samples blood was drawn after written informed consent was obtained.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

the preparation of the murine and human samples and further processing is described in detail in the methods section

Instrument

for sorting and analysis: Aria III (BD) and Attune (ThermoFischer)

Software

Diva V8 and FlowJo V10.06.1

Cell population abundance

The purity of the sorted populations was &gt;97% in post sort analysis.

Gating strategy

For all experiments FSC-A/ SSC-A gates of the starting cell population were used followed by doublet exclusion using FSC-H/ FSC-A gating and live/dead discrimination. Further details of the gating strategies are described in methods section.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

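RNA-Seq of murine Tc17 cells was analysed in 9 libraries, 3 each of Ctrl, DMF and DMF + GSH. Condition, replicate number and preparation batch were taken from the sample labels and the methods. The authors aligned single reads to Ensembl GRCm38 with STAR, counted reads per gene with featureCounts and fitted the 3 groups with DESeq2 with the preparation batch in the model. Whether their counting used strand or split reads between similar genes is not given in the sources used here. The values they deposited are read counts per gene, each divided by a factor for its library, so that they are not whole numbers and their spread no longer shows the counting noise. The authors' deposited table also holds a log2 fold change of their own, its p-value and its adjusted p, and whether the fold changes were shrunk is not given. The groups compared were read from the values, which follow DMF + GSH relative to DMF and not Ctrl relative to DMF. For Slc2a1 the deposited value was −0.047, against −0.049 here between DMF + GSH and DMF. Its log2FC between DMF and Ctrl was −0.12, so that Ctrl relative to DMF would be above 0. For Lif the 3 values were 0.21, 0.27 and −0.86. The deposited mean per gene equals the mean over the 9 libraries. Dividing by each library's smallest step gave whole numbers for 100% of the values above 0 (tolerance 0.01), and the sums were taken as the depth. It ranged from 7671772 to 11589246 reads (median 10401056) in Ctrl, from 10382638 to 12669991 (median 11572657) with DMF and from 9753478 to 14511926 (median 11152111) with DMF + GSH. Ctrl replicate 3 was the shallowest library, and a gene with a normalized count of 10 rests there on fewer than 10 reads.

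The test was limma-trend (limma 3.58.1 in R 4.3.3) on log2(normalized count + 1), with group and batch in the model, over the genes with a mean of at least 10 in the 9 libraries (11599 of 41388). All groups entered 1 fit and share its estimate of the spread. Adjusted p-values are Benjamini-Hochberg over the genes tested. Genes past the threshold have an adjusted p under 0.01 and an absolute log2 fold change of at least 0.75. The design had foreseen a quasi-likelihood test only for raw counts, and the values turned out to be normalized. The authors' tool DESeq2 was not run here, and edgeR was not run either. Gene lists were tested with limma's camera (preset correlation of 0.01), and beside it with fry and with camera under an estimated correlation, with Benjamini-Hochberg over 8 lists (type 17, CTL, IL-2-STAT5, NRF2, ATF4, glycolysis, proliferation and interferon). The lists were written from general knowledge and are not the signatures or hallmark sets of the study's enrichment analysis. Names printed in Fig. 3f and Supplementary Fig. 3d were read from the pictures and only tallied. Results for some single genes, and what rests on them, are not reported here. Positions and gene types come from the GENCODE vM21 annotation of GRCm38, in which 40254 of the 41388 gene identifiers were found. Figures and tables were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and Matplotlib 3.10.9.

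The replicate numbers paired the samples. After subtraction of the group means, libraries with the same number but of different groups correlated over genes with 0.447 to 0.578 in all 9 pairs, whereas the highest value among libraries with different numbers and groups was −0.0621. The number is part of the sample labels, and replicate 1 alone forms batch 1. The replicate block is therefore given beside a result where it changes the call. The genes named were fixed before the data were examined: those the paper's text names for the murine RNA-Seq, those printed in Fig. 3f and Supplementary Fig. 3d, the members of the 8 lists, the 5 largest rises and 5 largest falls with DMF among genes past the threshold that moved the same way in all 3 replicate numbers, and the 3 largest of either kind for DMF + GSH against Ctrl, of which there were 0. The colours and points of these figures had been seen before the rule was written. Markers of other cell types, Xist, Y-linked genes, receptor genes and the Gm10800 family were chosen after their values were seen.

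Before use, the test was checked on simulated values, with 200 of 11599 genes changed by 1.5 on the log2 scale between Ctrl and DMF. The values were the fitted Ctrl and batch means plus normal noise on the log2 scale, with the spread estimated in the fit. The test called 86.5% of the changed genes and 0 other genes. No reads were drawn, and the noise was independent between genes and libraries. The check therefore does not show how the test behaves with counting noise or with the pairing of the samples. Alternatives fixed before the data were examined were pseudocounts of 0.5 and 4, no minimum, a minimum mean of 50, TMM rescaling, quantile normalization, no batch term, the replicate block, only the 6 libraries compared, robust eBayes and each library left out in turn. Alternatives chosen after seeing the data were limma's voom on the recovered reads and the replicate block with each library left out. CD8+ T cells from patients are not analysed here.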

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

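The tests of low values, the authors' scaling, the preparation batch, myeloid cells, correlation between genes and chance as explanations were chosen after the result was seen, although the pseudocounts, scalings, sets of libraries and list tests they draw on were fixed before the data were examined.

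Havcr2, Batf3 and Ccl1, which the paper does not discuss, had the largest rises with DMF among the genes past the threshold at the pseudocount of 1. With a pseudocount of 4, the log2FC of Ifng (2.83), which the paper names, lay above that of Ccl1 (2.76). Havcr2 (TIM-3, chromosome 11 of GRCm38 from 46454935 to 46481255) rose from 2.59 ± 2.88 normalized counts (SD, n = 3) in Ctrl to 44.2 ± 23.7 with DMF, a log2FC of 3.91 (SE 0.662, p adj = 0.00649, limma). Batf3 (chromosome 1 from 191097847 to 191108945) rose from 11.8 ± 4.81 to 129 ± 30.8, a log2FC of 3.40 (SE 0.417, p adj = 0.00278, limma), and Ccl1 (chromosome 11 from 82176657 to 82305690) from 7.20 ± 3.05 to 70.5 ± 12.2, a log2FC of 3.19 (SE 0.493, p adj = 0.00543, limma). All were higher with DMF in 3 of 3 replicate numbers, and lay at 7.29 ± 2.83, 18.8 ± 12.4 and 16.5 ± 12.8 with DMF + GSH. In Ctrl these are a few reads per library, and a pseudocount of 4 lowered the smallest of the 3 log2FCs to 2.76 with all of them past the threshold, which argues against low values as the whole cause. TMM rescaling and quantile normalization left the smallest at 3.19. Thinning every library to 7671772 reads left it at 3.12 (281 of the 335 genes still passed), and removing a trend on GC content and transcript length left it at 3.17 (219 of the 335 still passed), all 3 genes past the threshold in both. Within a batch the smallest difference was 2.92 on the log2 scale. Lyz2 was at most 10.6 in a DMF library, against 119 in Ctrl replicate 3, where the 3 genes were low, so that myeloid cells in the DMF cultures are not a likely source. The rise may therefore be part of the response to DMF, as a hypothesis found and tested on the same data. The calls still rest on few libraries. Over the alternatives that tested Havcr2, other than the replicate block without 1 library, its p adj ranged from 1.05e-05 to 0.0579. Its log2FC ranged there from 2.85 to 4.69. Havcr2 did not pass the threshold without Ctrl replicate 1 (p adj = 0.0482), Ctrl replicate 2 (0.0240) or DMF replicate 1 (0.0579). Nor did it pass without DMF replicate 3 (0.0364), without DMF + GSH replicate 1 (0.0147) or with only the 6 libraries compared (0.0131). Batf3 lost its call in the first 4 of these sets (p adj 0.0354, 0.0121, 0.0319 and 0.0198), and so did Ccl1 (0.0354, 0.0240, 0.0556 and 0.0308), which lost it without DMF + GSH replicate 1 as well (0.0104).

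The ATF4 list, which holds genes of the amino acid and integrated stress response, was not part of the paper. Of its 20 genes 18 were kept, 16 higher and 2 lower with DMF, with a median log2FC of 0.63 (0.70, 0.86 and 0.32 in replicates 1, 2 and 3; p adj = 0.000242, camera, and 0.0311, fry). With DMF + GSH the median against Ctrl was −0.02 (p adj = 0.765, camera). At a p adj under 0.01, 3 genes changed over all genes tested and 10 when adjusted over the list alone. The list shares 4 genes with the mTOR-associated genes of Supplementary Fig. 3d, which the study picked from these libraries, and without them the remaining 11 mTOR-associated genes had a median log2FC of 0.40. The authors' scaling is not a likely cause, since the smaller median under TMM rescaling and quantile normalization was 0.62. With the trend on GC content and length removed the median was 0.63 (p adj = 0.000981, camera). Correlation between the genes of the list cannot be told apart from a change of the list, since with the correlation estimated from these libraries the p adj was 0.278. As many as 2 of the 10 splits of the 6 libraries gave a camera p as small for this list, so that chance is not excluded. A response of amino acid metabolism to DMF that GSH prevents stays open as a hypothesis.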

How the results depend on the processing

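Limma's voom on the recovered reads and the replicate block with 1 library left out were chosen after seeing the data. Quasi-likelihood and negative binomial tests of the recovered reads, which had been planned with edgeR and DESeq2, were not run. Sets without 1 Ctrl or DMF library leave that group with 2, and the fit pools the spread over groups.

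The number of genes past the threshold between DMF and Ctrl (335) stayed within 1.5 times under the other pseudocounts, both minimums, both scalings, no batch term, robust eBayes and voom, from 267 (no batch term, 261 shared with the 335) to 451 (no minimum, 323 shared). Voom called 336 genes, 309 of them shared. It was 789 with the replicate block, which kept all 335, and 43 with only the 6 libraries compared, all 43 among the 335. Without 1 library it ranged from 2 to 680. The replicate block gave 634, 725 and 810 genes without Ctrl replicate 1, 2 and 3, 561, 829 and 865 without those of DMF and 794, 781 and 773 without those of DMF + GSH, with 290 to 335 of the 335 kept. Between DMF + GSH and Ctrl the number was 0 under all alternatives fixed before the data were examined except the replicate block, which called 1 gene (Serpinb1a), and 0 without 1 library. The replicate block without 1 library called 0 to 5 genes, chosen after seeing the data, with 5 without DMF + GSH replicate 1 (Serpinb1a, Gm10800, Gm10801, Gm10717 and Gm21738), 2 without DMF replicate 1 (Serpinb1a and Fos) and 2 without DMF replicate 2 (Serpinb1a and Gm10800). Between DMF + GSH and DMF the number was 63, and it moved to 273 with no minimum, 28 with no batch term, 660 with the replicate block, 5 with only the 6 libraries compared and 99 with robust eBayes. Ifng, Il1r1, Ccl3 and Gzmb were among the 5 genes. Without 1 library it ranged from 0 to 480, and with the replicate block it was 644, 630 and 668 without Ctrl replicate 1, 2 and 3, 404, 675 and 728 without those of DMF and 480, 633 and 638 without those of DMF + GSH. At a p adj under 0.1 between DMF and Ctrl the number was 4429, within 1.5 times under all other alternatives, and ranged from 1760 to 5005 without 1 library, or from 4939 to 6266 with the replicate block. The cause of these changes was not tested.

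The median share of the DMF effect left with GSH was 0.128, and moved to 0.114 with a minimum of 50 and to 0.164 with only the 6 libraries compared, each over the genes called there, and the cause was not tested. Without 1 library it ranged from −0.0045 to 0.233, and the lowest value, without DMF + GSH replicate 3, has the opposite sign. The share of variance on PC1 moved from 62.6% to 68.6% with 500 genes and to 50.2% with the batch not removed, where the batch adds variance by construction.

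The medians of the type 17, CTL, IL-2-STAT5, NRF2 and ATF4 lists kept their direction and their call in camera under every alternative, the replicate block included. Without 1 library they ranged from −1.40 to −1.04, 0.75 to 0.97, 0.31 to 0.64, 0.21 to 0.30 and 0.46 to 0.79. The glycolysis list, not called, lay between −0.19 and −0.07 without 1 library. The proliferation list (median −0.17, p adj = 0.0167, camera) lost its call with no minimum (median −0.17, p adj = 0.0561) and without Ctrl replicate 3 (−0.16, p adj = 0.0756), with a range of −0.19 to −0.14 without 1 library, and the cause was not tested. The interferon list was called under no alternative and its median of −0.10 had the opposite sign with no minimum (0.068), a minimum of 50 (0.074), quantile normalization (0.050), without Ctrl replicate 1 (0.17) and without DMF replicate 3 (0.12), with a lowest value of −0.22 without 1 library. The FOXO1 targets of Fig. 3f were lower with DMF in 25 of 25 with a minimum of 50 and 26 to 27 of 27 without 1 library, and the mTOR-associated genes of Supplementary Fig. 3d were higher in 13 of 13 with a minimum of 50 and 15 of 15 in the sets without 1 library. Of the values of single named genes under an alternative, 451 kept their call, 90 lost it, 32 gained it and 0 changed direction. Gzmc, Il23r, Tcf7, Slc7a5, Sesn2, Prr5, Il2ra and Socs3 passed the threshold between DMF and Ctrl with the replicate block, and Serpinb1a between DMF + GSH and Ctrl, which they did not in the batch fit. The block changed no call of the 8 lists in camera between DMF and Ctrl, but the numbers of genes at a p adj under 0.01 rose to 11 (type 17), 14 (CTL), 15 (IL-2-STAT5), 7 (NRF2), 13 (ATF4), 5 (glycolysis), 11 (proliferation) and 5 (interferon).

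Depth limits the genes with few reads. With no minimum 26629 genes were tested instead of 11599. Gzmd, Gzme and Gzmf had means of 0.921, 0.401 and 0.235 normalized counts, and no change can be read for them at this depth.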

Differences from the paper's values

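In the main setting, the values that the paper gives in its text or figures for the numbers of genes and PC1 lay within 1.5 times of those computed here. The number of genes past the threshold, 281 in the paper, differed by more with the replicate block (789, and 561 to 865 without 1 library), with only the 6 libraries compared (43), with no minimum (451) and in every set without 1 library (2 to 680) but that without DMF + GSH replicate 2 (320). The number at a p adj under 0.1, read from Fig. 2f, differed by more with the replicate block (6035, and 6266, 5850 and 5884 without DMF + GSH replicate 1, 2 and 3), without Ctrl replicate 1 (2455), DMF replicate 1 (1760) and DMF replicate 3 (2453). The share of variance on PC1, read from Supplementary Fig. 2a, differed by more with the batch not removed (50.2%). The paper counts Gzmc among the genes past its threshold, whereas here its log2FC of 1.66 had a p adj of 0.0123 in limma with the batch term. Among the settings fixed before the data were examined, Gzmc passed with a pseudocount of 4 (p adj = 0.00925), the replicate block (0.00121) and without DMF + GSH replicate 3 (0.00836). It also passed with voom (0.00735), which was chosen after seeing the values. In the replicate block without 1 library, likewise chosen after seeing the data, it failed without Ctrl replicate 1, DMF replicate 1 or DMF replicate 3. It passed in the other sets of that kind. The p adj of Gzmc lay between 0.00121 and 0.0870 over the alternatives that tested it, other than the replicate block without 1 library. Ccr6, which the paper also names, passed here (p adj = 0.00635, limma). The authors' deposited comparison follows DMF + GSH relative to DMF, so that it cannot be set against the paper's 281 genes. In it Gzmc has a log2 fold change of −1.11 (adjusted p 6.78e-05) and Ccr6 one of 0.54 (adjusted p 0.0326). Prf1 and Tbx21 have −0.73 and −0.74 there (adjusted p 1.91e-11 and 3.23e-05). In that comparison 184 genes have an adjusted p under 0.01 and an absolute log2 fold change of at least 0.75. Of these, 139 are among the 335 called here between DMF and Ctrl, with the DMF libraries shared. Il17a, Il17f, Il21, Ifng, Gzmb, Prf1 and Tbx21, which the paper names for Fig. 2a as well, passed here in the stated direction.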

Other observations

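The tests of chance by other splits, of sex and mislabelling, of other cell types, of carry-over for the genes that fell and for Ctrl replicate 3, of library size, batch and treatment for the Gm10800 family, of the interaction with the batch and of the shared Ctrl libraries as an explanation were chosen after the result was seen, and the sets of the replicate block without 1 library after the data were seen.

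The 6 libraries of a comparison can be divided into 3 and 3 in 10 ways, so that no share of splits under 0.1 can be reached and chance cannot be excluded for any count or list by this test. Of the 10 splits, 1, the real split, gave as many genes past the threshold between DMF and Ctrl, between DMF + GSH and DMF, and at a p adj under 0.1, and a camera p as small for the type 17 and CTL lists (1 split each). For the IL-2-STAT5, NRF2, ATF4 and proliferation lists 2 splits gave a p as small, for the glycolysis list 7 and for the interferon list 10, and all 10 splits gave at least the 0 genes found between DMF + GSH and Ctrl. The replicate numbers pair the samples, and 4 of the splits part all pairs as the real one does. Among these 4, the count was 1 for the numbers of genes that differ and for the type 17 and CTL lists, 2 for the IL-2-STAT5, NRF2, ATF4, glycolysis and proliferation lists and 4 for the interferon list.

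Replicate 1 differed from replicates 2 and 3 in sex-linked genes. Xist was at 2.20 to 5.20 normalized counts in the libraries of replicate 1 and at 12006 to 18100 in those of replicates 2 and 3, while 4 Y-linked genes summed to 3124 to 3650 in replicate 1 and to at most 1.42 elsewhere. Exactly 1 of the 2 signals was above 1000 in 9 of 9 libraries, which is consistent with cells from male animals in replicate 1 and female animals in replicates 2 and 3. A mislabelled sample is unlikely, since in 3 of 3 replicate numbers all groups had the same pattern. Sex and preparation batch cannot be separated in these libraries. For the DMF effect, 0 genes had a p adj under 0.05 for the interaction with the batch in limma (107 at an unadjusted p under 0.05). With 3 residual degrees of freedom and 1 library per group in batch 1, this does not exclude a difference between the batches.

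An alternative source of the fall of type 17 genes would be other IL-17-producing cells in the cultures. Cd4 was at a mean of 1.97 normalized counts in Ctrl, against 397 for Il17a and 10146 for Cd8a, so that a loss of CD4+ T cells is an unlikely cause. The 9 genes of a γδ T cell list found in the table summed to 22.5 normalized counts in Ctrl and 12.4 with DMF, while Il17f alone fell by 2097. None of these 9 genes reached the minimum mean of 10, and the highest Ctrl mean among them was 5.34. The level that γδ T cells would give these genes was not measured, so that a loss of γδ T cells is not excluded by the sums. Carry-over of genomic DNA is an unlikely cause of the fall of the genes that fell. In 5 pairs a library without the DMF effect had a lower normalized total on olfactory and vomeronasal receptor genes than a DMF library. In each of these pairs the genes that fell were higher in the former, by a median of 0.48 to 1.20 on the log2 scale.

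Itgam, a gene known from myeloid cells, fell from 44.4 ± 4.52 normalized counts (SD, n = 3) in Ctrl to 5.46 ± 3.30 with DMF and was at 28.3 ± 15.7 with DMF + GSH. Fewer myeloid cells in the DMF cultures are an unlikely cause, since Ctrl replicates 1 and 2 held Itgam at 48.8 and 44.6 while the highest value there of Lyz2, Csf1r, Spi1, Tyrobp and H2-Aa was 4.64. A change of Itgam within the T cells stays open as a hypothesis. Ctrl replicate 3 alone held myeloid genes, with Lyz2 at 119, Csf1r at 58.3, H2-Aa at 15.6, Spi1 at 11.4 and Tyrobp at 9.95, whereas these 5 genes were at most 10.6 in any other library. Of a myeloid list chosen after its values were seen, 13 genes were above 0 in any library, and 9 of them had their highest value in this library. Because the list was chosen on these values, this number cannot be compared with chance. A small number of myeloid cells in this library stays open as a hypothesis. Of the list, 5 genes had a mean of at least 10 over all libraries, among them Cd74 and Ctss, which T cells also express, and their median log2FC with DMF of −0.47 decides nothing. The total on olfactory and vomeronasal receptor genes in this library was 66.8, in the middle of the 9 libraries, which argues against genomic DNA as the source. The same library was the shallowest, and its removal raised the number of genes past the threshold to 680. No biological explanation was tested for it.

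Gm10800, Gm10801, Gm10717 and Gm21738, predicted genes with similar sequences among which reads can be shared, differed between libraries, from a total of 26.1 normalized counts in DMF replicate 3 to 3252 in DMF + GSH replicate 1. Library size is an unlikely cause, since the family differed 7.88-fold within batch 1, whose libraries differed 1.07-fold in reads. The highest total within batch 2 was 3.64 times the lowest within batch 1, so that the batch alone is not a likely cause, and among the DMF + GSH libraries the totals differed 76.9-fold, so that neither is the treatment alone. The totals were lower with DMF than in Ctrl in 3 of 3 replicate numbers (2963 and 413, 1500 and 615, 1042 and 26.1 in Ctrl and DMF of replicates 1, 2 and 3). In the replicate block without DMF + GSH replicate 1, chosen after seeing the data, all 4 genes were lower with DMF + GSH than in Ctrl (log2FC −4.85, p adj = 0.00475, limma, for Gm10800). An effect of DMF on the family cannot be told apart from carry-over, since the olfactory and vomeronasal receptor genes were lower with DMF in the same replicates (247 and 87.8, 164 and 65.9, 66.8 and 17.4). The totals rose and fell with those of 1580 olfactory and vomeronasal receptor genes over the 9 libraries (log2 scale, Pearson r = 0.926, permutation p = 0.000595, p adj = 0.00179 over 3 relations, Spearman rho = 0.933, permutation p = 0.000750, p adj = 0.00225). Without the 2 farthest libraries r was 0.885, and within the 6 libraries of batch 2 it was 0.896. With 168 genes of other families that T cells keep silent, r was 0.685 (permutation p = 0.0470, p adj = 0.0705) and rho 0.817 (permutation p = 0.0108, p adj = 0.0162), with r at 0.573 without the 2 farthest libraries and 0.453 within batch 2, where batch 1 has too few libraries for a value. Carry-over of genomic DNA is a candidate source that cannot be told apart from transcription of the family with these relations. With the number of reads per library r was −0.531 (permutation p = 0.145, p adj = 0.145) and rho −0.483 (permutation p = 0.194, p adj = 0.194).

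A part of the DMF effect remained with GSH, with a median share of 0.128. The highest of the 50 simulations was 0.0844, but they drew the noise of each gene and library independently. Libraries with the same replicate number deviated together over genes, so that the simulated range is too narrow to exclude the shared Ctrl libraries as the cause. With the replicate block the share was 0.130 over 789 genes, against 0.0464 at most in simulations that also drew each gene independently. It was 0.176, 0.106 and 0.101 there without DMF + GSH replicate 1, 2 and 3, so that no single DMF + GSH library carries it in that fit. In the fit with the batch, which leaves the pairing out, removal of DMF + GSH replicate 3 took the share to −0.0045. That no single library carries the share therefore holds for the replicate block only. It was 0.0854 for genes raised by DMF and 0.149 for genes lowered, a difference that was not tested. GSH may have reversed the effect incompletely at 50 µM, the dose used, which is a hypothesis found on the same data.

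The NRF2 list, whose genes respond to electrophiles such as DMF, had a median log2FC of 0.26 (15 of 17 genes higher, p adj = 0.000488, camera, 0.00529, fry, and 0.265, camera with an estimated correlation), with 1 gene at a p adj under 0.01 over all genes tested and 2 when adjusted over the list alone. Srxn1 led it with a log2FC of 1.63 (SE 0.170, p adj = 0.00173, limma). The glycolysis list was not called between DMF and Ctrl (median −0.12, 11 of 15 genes lower, p adj = 0.293, camera, with 0 genes at a p adj under 0.01 over all genes or adjusted over the list alone, and 5 with the replicate block, which were Slc2a3, Hk1, Pfkl and Gpi1, lower with DMF, and Hk2, higher), whereas with DMF + GSH against Ctrl its median was −0.08 (p adj = 0.00158, camera, and 0.846, fry). The proliferation list was lower with DMF (median −0.17, 14 of 20 genes, p adj = 0.0167, camera, 0.00153, fry, and 0.209, camera with an estimated correlation), with 4 genes at a p adj under 0.01 and 7 when adjusted over the list alone. For the interferon list (11 of 20 genes kept) the median of −0.10 and mean of −0.11 had the opposite sign of the direction given by camera (p adj = 0.891), with 2 genes at a p adj under 0.01 and 3 when adjusted over the list alone.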
